# Transcriptomic profiling of adipose tissue inflammation, remodeling, and lipid metabolism in periparturient dairy cows (*Bos taurus*)

**DOI:** 10.1186/s12864-020-07235-0

**Published:** 2020-11-23

**Authors:** David Salcedo-Tacuma, Jair Parales-Giron, Crystal Prom, Miguel Chirivi, Juliana Laguna, Adam L. Lock, G. Andres Contreras

**Keywords:** Periparturient period, Lipogenesis, Lipolysis, Adipose tissue inflammation

## Abstract

**Background:**

Periparturient cows release fatty acid reserves from adipose tissue (AT) through lipolysis in response to the negative energy balance induced by physiological changes related to parturition and the onset of lactation. However, lipolysis causes inflammation and structural remodeling in AT that in excess predisposes cows to disease. The objective of this study was to determine the effects of the periparturient period on the transcriptomic profile of AT using NGS RNAseq.

**Results:**

Subcutaneous AT samples were collected from Holstein cows (*n* = 12) at 11 ± 3.6 d before calving date (PreP) and at 6 ± 1d (PP1) and 13 ± 1.4d (PP2) after parturition. Differential expression analyses showed 1946 and 1524 DEG at PP1 and PP2, respectively, compared to PreP. Functional Enrichment Analysis revealed functions grouped in categories such as lipid metabolism, molecular transport, energy production, inflammation, and free radical scavenging to be affected by parturition and the onset of lactation (FDR < 0.05). Inflammation related genes such as *TLR4* and *IL6* were categorized as upstream lipolysis triggers. In contrast, *FASN, ELOVL6, ACLS1,* and *THRSP* were identified as upstream inhibitors of lipid synthesis. Complement (*C3*), *CXCL2*, and *HMOX1* were defined as links between inflammatory pathways and those involved in the generation of reactive oxygen species.

**Conclusions:**

Results offer a comprehensive characterization of gene expression dynamics in periparturient AT, identify upstream regulators of AT function, and demonstrate complex interactions between lipid mobilization, inflammation, extracellular matrix remodeling, and redox signaling in the adipose organ.

**Supplementary Information:**

**Supplementary information** accompanies this paper at 10.1186/s12864-020-07235-0.

## Background

The transition from late pregnancy to early lactation (the periparturient period, PPE) represents a major metabolic challenge to mammals and is dependent on an extensive series of physiological adaptations that include many, perhaps most, body tissues and involve all nutrient classes [1, 2]. The PPE is especially challenging in dairy cows as these animals have increased energy requirements driven by fetal growth and copious milk production. At the same time, cows have an inadequate appetite and feed intake to meet the energetic costs of maintenance plus pregnancy or lactation, resulting in a state of negative energy balance (NEB). This energetic deficit depletes liver glycogen stores and increases the use of amino acids and fatty acids (FA) as energy sources [3]. Throughout the PPE, the primary source of FA is lipolysis in adipose tissues (AT) [4]. Cows successfully adapt to NEB when the release of FA from AT is limited to concentrations that can be fully metabolized for energy needs [4]. However, when lipolysis is excessive, cows exhibit elevated levels of plasma FA around parturition that are associated with increased disease susceptibility and limited milk production [5].

The AT adapts to support the energy needs of the PPE by increasing its responsiveness to lipolytic stimuli. At the same time, adipocytes, the essential cellular component of AT, become resistant to the anti-lipolytic effects of insulin. In addition to driving the release of FA and glycerol from adipocytes, AT lipolysis also involves a remodeling process characterized by an inflammatory response with immune cell infiltration composed mainly of macrophages [6]. These mononuclear cells are the predominant immune cell type in AT of ruminants [7]. In dairy cows, when lipolysis is severe, AT macrophages make up 20% of the cells in the stromal vascular fraction (i.e., non-adipocytes) or 2% of the total number of cells in the AT [8, 9]. Although AT physiological adaptations to NEB during PPE are well characterized, the transcriptomic mechanisms that govern these changes are still poorly understood.

Here we report the results of a next-generation RNAseq study in subcutaneous AT collected at three different time points during the PPE. Parturition and the onset of lactation induce profound transcriptomic changes in genes with functions grouped by in silico analysis in categories such as lipid metabolism, molecular transport, energy production, inflammation, extracellular matrix structure, and free radical scavenging. These results offer a comprehensive characterization of gene expression dynamics in periparturient AT and demonstrate the close interactions between lipid mobilization, inflammation, and redox signaling in the adipose organ.

## Methods

### Animal model

Twelve healthy multiparous Holstein cows at the Michigan State University Dairy Field Laboratory were used for this longitudinal cohort study. At the moment of selection, cows were non-lactating and pregnant (210–240 days of gestation). The body condition score (BCS) was assessed weekly by three trained technicians, and the average score was calculated [10]. Cows were blocked (six blocks) by the last BCS measurement before parturition (up to 0.50-unit difference using the scale of 1 = thin and 5 = fat in 0.25 increments), previous lactation 305-d mature-equivalent yield (MEq; within 5700 kg), and parity (up to 1 lactation difference). The values (mean ± SD) for BCS, MEq and parity were 3.53 ± 0.22, 32,182 ± 3752 kg, and 2.67 ± 0.65 respectively. Cows were housed in tie-stalls bedded with sawdust. All animals received a close-up (− 21 d pre-calving to parturition) and a fresh (1–15 d in lactation) diet that were formulated to meet or exceed their nutritional requirements according to NRC (Supplement Table 1, [11]). None of the 12 cows had a health event reported during the study and remained in the herd after experiments.

### Sample collection

Blood samples were collected weekly from 3 wk. before the expected parturition date until 3 wk. after calving. Blood was drawn before the morning feeding via coccygeal venipuncture using coated collection tubes (K_2_ EDTA), centrifuged for 20 min at 3000×g (15 °C) for plasma fraction collection, and then stored at − 80 °C until further analysis. Plasma concentrations of insulin, glucose, free FA (FFA), and β-hydroxybutyrate (BHB) were determined using an Olympus AU640e chemistry analyzer (Olympus America, Center Valley, PA, USA) at the Michigan State University Veterinary Diagnostic Laboratory (Lansing, MI, USA).

Subcutaneous AT (SCAT) samples were obtained from the right flank at 11 ± 3.6 d before the expected calving date (PreP) and 6 ± 1 d (PP1) and 13 ± 1.4 d (PP2) after parturition, using the surgical procedure described by Mann et al. [12], with modifications detailed in [13]. The site of the incision was moved 3–4 cm at each collection timepoint. Five grams of SCAT were collected, snap-frozen in liquid nitrogen, and stored at − 80 °C for RNA extraction. A subsample was fixed in formaldehyde for 12 h for histological analysis. The skin was closed using a continuous interlocking suture with Braunamid (USP1, Aesculap, Center Valley, PA, USA). Sutures were removed 12–14 d after each procedure.

Histological analyses were performed using hematoxylin- and eosin-stained sections from paraformaldehyde fixed paraffin-embedded tissue. The area of adipocytes in 5 randomly selected fields per section was measured using the Adiposoft plugin (v. 1.15) for ImageJ Fiji (v 2.0.0), as described in [14].

### RNA seq analyses

Total RNA was extracted from frozen samples using Trizol and the Quick RNA MiniPrep kit (R1054; Zymo Research, Irving, CA, USA) that includes a DNase step to remove genomic DNA according to the manufacturer’s protocol. Purity, concentration, and integrity of mRNA were checked using a NanoDrop 1000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA) and an Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). All samples had a 260:280 nm ratio between 1.9 and 2.1 and RNA integrity number ≥ 8. Samples were sent to Novogene Corporation Inc. (Sacramento, CA, USA) for sequencing in Illumina platform. Data quality control was performed with FastQC v.0.11 (www.bioinformatics.babraham.ac.uk/projects/fastqc/). After data filtering, clean reads were mapped to the bosTau7 reference genome using HISAT 2.1.0 [15]. The average mapping ratio with the reference genome was 95.06%. After genome mapping, HTseq v.0.6.1 was used to count the number of reads to perform differential expression analysis (Supplement Table 2, [16]).

Gene count matrix was uploaded to the NetworkAnalyst 3.0 platform and filtered for genes with low transcription abundance (less than 3 reads per gene in all the samples), and features with constant values (either 0 or empty) were removed [17]. The gene counts were then normalized using log2. Principal components analysis (PCA) and 3D PCA analyses were plotted with R v3.6.1 packages. The R package edgeR v3.4.2 was used to detect differentially expressed genes in pairwise comparisons and differences among time points [18]. Genes with fold changes > 1, and false discovery rates (FDRs) < 0.05 were defined as Differential Expressed Genes (DEGs) and captured for further analysis. All data is available in NCBI Gene Expression Omnibus (accession number: GSE159224).

### Enrichment analysis and networks of gene interaction

Expression analyses were imported into the Ingenuity Pathways Analysis (IPA) Software (Ingenuity Systems Inc., NY, USA) and Metascape for functional enrichment analysis [19]. IPA uses information from databases to predict regulatory networks associated with an expression list of genes and determines a statistical Z-score for each network. This Z-score predicts how the network is altered as the result of the gene expression profile given. Canonical pathways and functional regulatory networks of upstream regulators were identified by the prediction algorithms and the hypergeometric distribution algorithm. The significance for pathway analyses was set at *P* < 0.05, and that of networks was set at *P* < 0.01. Irrelevant diseases and processes specific to other species were removed.

### Statistical analysis

The study’s sample size is based on previous PPE studies by our group, where we determined the impact of parturition and the onset of lactation on the expression of specific genes using targeted gene expression analyses [13, 20, 21]. All individual data for BW, BCS, and blood metabolites were averaged per period (PreP, PP1, and PP2) and analyzed using the MIXED procedure of SAS version 9.2 (SAS Institute Inc., Cary, NC). The model used was Yijklm = μ + Bi + C(BiFk)j + Fk + Jm + eijklm, where Yijklm is the dependent variable, μ = overall mean; Bi = random effect of block; C(BiFk)j = random effect of cow within block and period; Fk = fixed effect of period; Jm = random effect of Julian date; and eijklm = residual error. NEFA values were logarithmically transformed to achieve normal distribution. Pairwise mean comparisons evaluated significant effects, and *P*-values were adjusted for multiple comparisons using the Tukey-Kramer method. Friedman’s nonparametric test was used for analyzing BHB concentrations due to non-normal distribution. Significance was declared at *P* ≤ 0.05.

## Results

### Periparturient lipolysis

FA reserves stored as triglycerides in adipocytes are mobilized by lipolysis to support the energy needs of parturition and lactation during a time of limited feed intake. FA mobilization in this group of cows was reflected in different parameters. First, there was a reduction in cows’ BW and BCS at PP1 and PP2 compared with PreP (Fig. 1a and b). Depletion of triglyceride stores in adipocytes reduced their average size postpartum (PreP = 3951 ± 336 μm^2^; PP1 = 3534 ± 336 μm^2^; PP2 = 3111 ± 336 μm^2^; *P* < 0.05). Lipolysis increased the percentage of smaller (< 3000 μm^2^) and reduced that of the largest (9000 μm^2^) adipocytes at PP1 and PP2 compared to prepartum values (Fig. 1c). Plasma concentrations of FFA and BHB increased after parturition, also reflecting the mobilization of AT lipid stores (Fig. 1d and e). The high lipolysis rate at PP1 and PP2 coincided with a reduction in blood glucose and insulin compared with prepartum values (Fig. 1f and g).

**Fig. 1:**
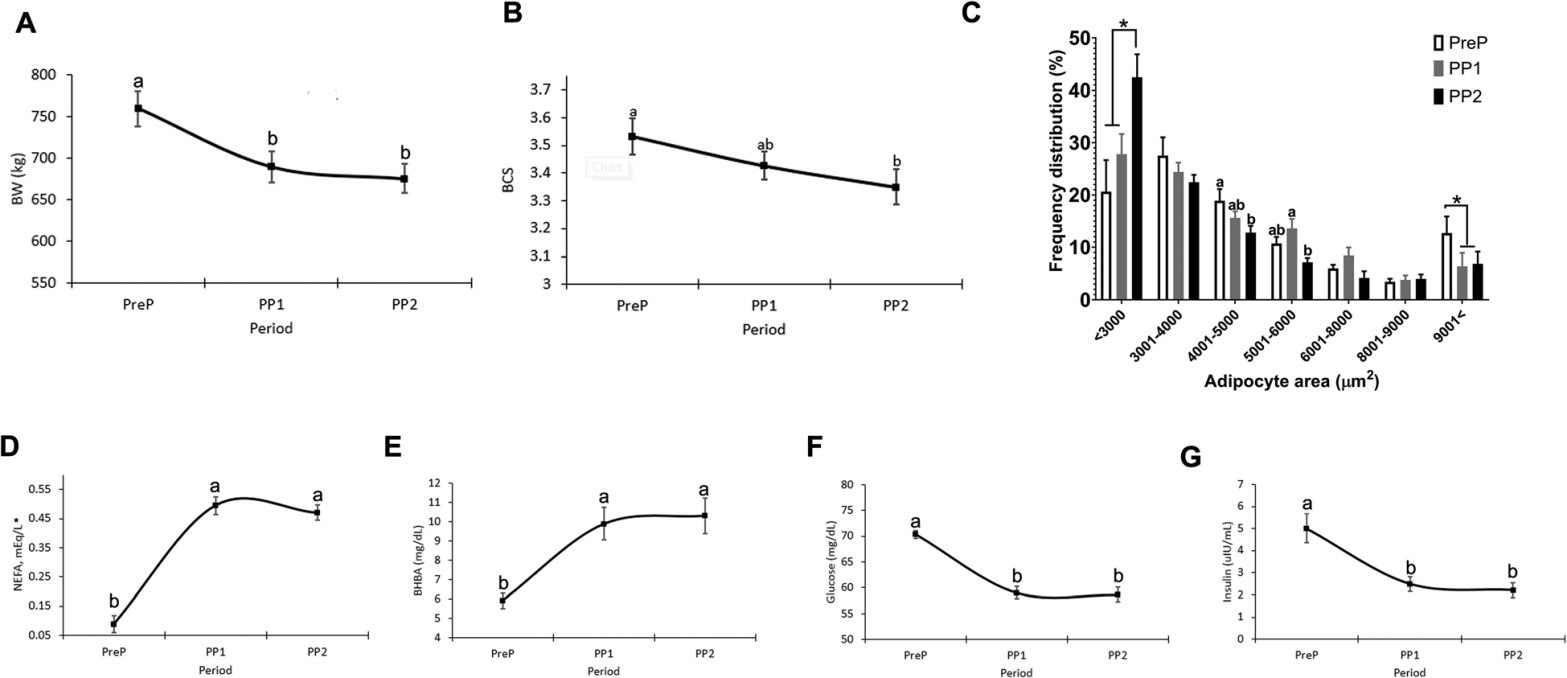
Lipolysis increases postpartum and reduces adipose mass and adipocyte size. Blood and adipose tissue samples were collected from Holstein cows (*n* = 12) at 11 ± 3.6 d before calving date (PreP) and at 6 ± 1d (PP1) and 13 ± 1.4d (PP2) after parturition. **a** Body weight; **b** Body condition score (BCS); **c** Frequency of adipocyte sizes in subcutaneous adipose tissues; **d** Circulating free fatty acids (NEFA); **e** circulating beta-hydroxybutyrate (BHB); **f** Blood glucose and **g** Insulin. Data are means ± SEM or * median ± SEM. Significant differences are indicated by * and letters a, b, c (*P* < 0.05)

### The effect of parturition and onset of lactation on AT transcription profile

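RNA-seq counts were analysed for 28 libraries of subcutaneous AT, each made from 1 biopsy, from 11 Holstein cows. There were 9 libraries at PreP (day -11 relative to calving), 10 at PP1 (day 6) and 9 at PP2 (day 13). All 3 time points were available for 8 cows, PP1 and PP2 for 1 cow, PreP only for 1 cow and PP1 only for 1 cow. The authors mapped the filtered reads to the bovine genome with HISAT, counted the reads on each Ensembl gene with HTSeq and deposited the raw counts without normalization. The paper's text does not name the strandedness of the libraries or how reads mapping to several places were counted, and neither the text nor the sample labels give a sequencing batch. Total counts per library ran from 15293154 to 20818965 at PreP (median 18829070), from 16397849 to 22284884 at PP1 (median 19008054.5) and from 16235564 to 21762196 at PP2 (median 20134716). Reads were found on 16233 to 17185 genes of a library among the 24616 genes listed, and 3972 genes had no read in any library. The 10 genes with the most reads held 7.31% to 24.4% of the counts of a library, with a median of 11.3%. A floor of 3 reads corresponds to 0.127 to 0.200 CPM, the unit of counts normalized for library size and scaled by TMM, and covers counting error only. Genes with at least 3 reads in at least 1 library of a comparison were tested, as in the filter that the paper's methods give. Each pair of time points was fitted alone in edgeR with TMM normalization and the quasi-likelihood test, without a term for cow. DEGs had a Benjamini-Hochberg adjusted p (FDR) under 0.05 and an absolute log2 fold change over 1, where a positive value is higher at the later time point. Gene symbols were taken from the available copy of the paper's Supplement Table 2, which covers 1995 Ensembl IDs and gives a usable symbol for 1848. A gene without a symbol in this copy may have one in the full table. Of the 84 genes named in the text and in the heatmaps of Fig. 3, 9 could be linked to their counts in this way.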

To establish an AT transcriptional profile baseline before parturition, we performed a principal component analysis (PCA) on PreP samples. PCA patterns at PreP demonstrate no clear separation of the samples (Fig. 2a). 

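Across the 9 PreP libraries, PC1 held 30% and PC2 15.1% of the variance of log2 CPM over 17722 genes, which were centred and not scaled. PC1 scores ran from -103 to 55.9 with a median of 9.64, and the lowest score was that of cow B5169. Spearman correlations between libraries of the same time point, across genes, lay between 0.868 and 0.983 over the 3 time points, and no pair of libraries held identical counts. The PreP libraries form a single group, so no separation within them was tested.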

To determine the effects of parturition and the onset of lactation on AT transcription patterns, we compared PreP to PP1 and PP2. The samples’ separation and composition patterns in 2D and 3D PCA analyses show a clear difference among PreP, PP1, and PP2 (Fig. 2a and b). 

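With PreP and PP1 taken together, PC1 held 25.9% and PC2 11.1% of the variance. PC1 scores were between -70.8 and -18.4 for PreP (median -38.9) and between -73.1 and 92.4 for PP1 (median 54.4). The ranges overlapped through 1 library, that of cow B5169 at PP1, and the next lowest PP1 score was -4.75, above every PreP score. With PreP and PP2, PC1 held 25.8% and PC2 16.3%, and PC1 ran from -78.2 to 50.3 for PreP (median -31.6) and from -41.5 to 176 for PP2 (median -2.38). The separation was also measured as the share of the total variance that lies between the groups, with an exact permutation test over all splits of the libraries. This share was 16.1% for PP1 against PreP (exact p = 0.00082, 92378 splits) and 13.4% for PP2 against PreP (exact p = 0.00078, 48620 splits), where the splits averaged 5.56% and 5.88%. PP2 against PP1 gave 4.79% (exact p = 0.63), a share no larger than other splits of the same libraries gave. In the paired form, with cow as a replicate block and the labels exchanged within cows, the shares were 30.5% (exact p = 0.031), 26.2% (exact p = 0.016) and 10.4% (exact p = 0.55). Restricting the PCA to the 500 genes of largest variance moved the unpaired shares the most for PP1, to 26.1%.

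**Figure D1:**
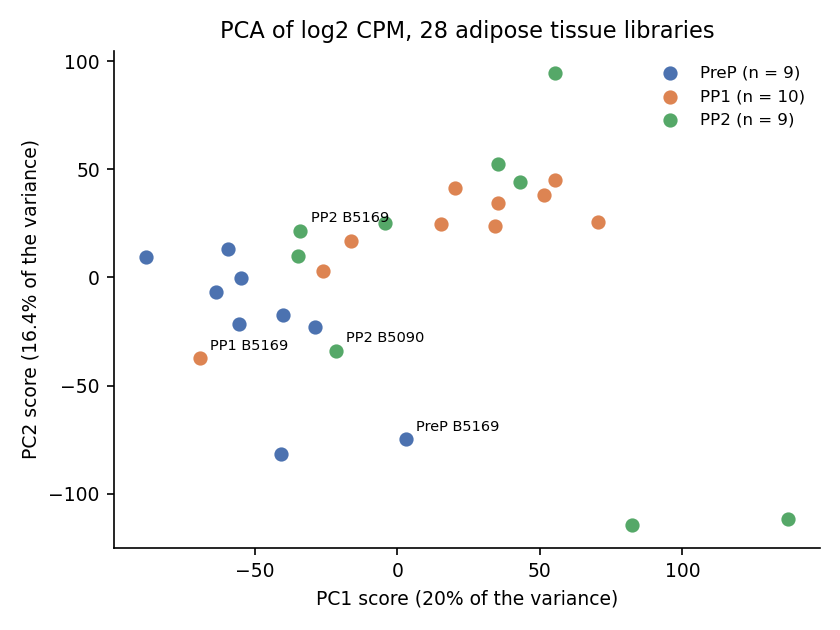
PC1 score against PC2 score of log2 CPM over 18905 genes, with 1 point per library colored by time point (PreP n = 9, PP1 n = 10, PP2 n = 9). PC1 (20% of the variance) ranges from -88 to 2.95 at PreP, from -69.3 to 70.2 at PP1 and from -34.9 to 137 at PP2.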

Differential expression analysis of samples at PreP vs. PP1 identified 1524 DEGs. 

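Of 18467 genes tested between PP1 and PreP, 744 were DEGs, with 616 upregulated and 128 downregulated. At an unadjusted p under 0.05 there were 4542 genes, where 923 would be found by chance. The median absolute log2 fold change of the DEGs was 1.64, and values ran from -4.24 to 8.28. In all 8 cows sampled at both time points, 148 DEGs changed in the same direction, 120 of them upward. Among these, ENSBTAG00000038415 had the largest increase (log2 fold change 5.20, standard error 1.08, FDR 0.00854 from edgeR) and ENSBTAG00000021844 the largest decrease (-2.85, standard error 0.792, FDR 0.0365). Neither has a symbol in the copy of Supplement Table 2 used here. LRRN1 (ENSBTAG00000001176), which has one, fell from 2.93 ± 2.53 CPM (SD, n = 9) at PreP to 0.573 ± 0.521 CPM (SD, n = 10), a log2 fold change of -2.34 (standard error 0.591, FDR 0.0226 from edgeR). After removal of the mean of each time point, the PreP and PP1 libraries of the same cow were correlated across genes with a mean r of 0.138, against -0.0129 for different cows (permutation p = 0.0046). Adding cow as a replicate block gave 58 DEGs, 47 upregulated and 11 downregulated, of which 55 were among the 744.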

Of these genes, 921 were upregulated and 603 downregulated (Fig. 2c, Supplement Table 2). The progression of lactation accentuates the changes in AT transcription patterns. 

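PP2 was also tested directly against PP1, and none of 18518 genes reached FDR under 0.05 (smallest FDR 0.088 from edgeR). At an unadjusted p under 0.05 there were 1037 genes, where chance gives 926. Libraries of the same cow at PP1 and PP2 had a mean residual correlation of 0.116, against -0.0108 for different cows (permutation p = 0.0671), and with cow as a replicate block 1 gene was a DEG. The likelihood ratio test of edgeR gave 160 DEGs between PP2 and PP1, and all 3 time points in 1 fit gave 176. With each cow left out in turn, the number of DEGs at PP1 against PreP lay between 296 and 1748 and the number at PP2 against PreP between 460 and 1334. Both maxima came without cow B5169, where PP1 had more DEGs than PP2.

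**Figure D2:**
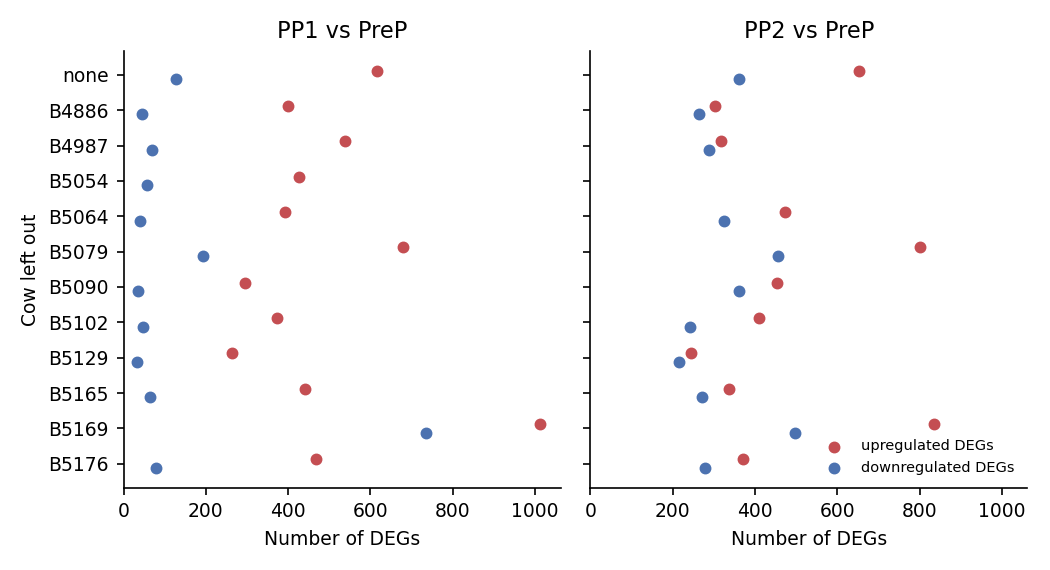
Number of upregulated and downregulated DEGs (x axis) at PP1 and PP2 against PreP, with no cow or each cow left out in turn (y axis). Without cow B5169 there were 1013 upregulated and 735 downregulated DEGs at PP1, and 836 and 498 at PP2.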

When comparing PreP and PP2, a total of 1946 genes were DEG. 

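Between PP2 and PreP, 1015 of 18558 genes tested were DEGs, 653 upregulated and 362 downregulated. There were 3967 genes at an unadjusted p under 0.05, where 928 would be found by chance. The biological coefficient of variation was 0.58, against 0.43 for PP1 and PreP. A same direction in all 8 paired cows was seen for 281 DEGs, 113 upward and 168 downward. Among these, ENSBTAG00000031217 rose the most (log2 fold change 8.42, standard error 1.85, FDR 0.012 from edgeR) and ENSBTAG00000009570 fell the most (-6.14, standard error 0.862, FDR 0.000906). For 206 of the 653 upregulated DEGs, a single library held over 50% of the CPM of the 9 PP2 libraries, and for 166 of them it was that of cow B5090. At PP1 this was the case for 19 of 616 upregulated DEGs. PreP and PP2 libraries of the same cow were no more alike than those of different cows (mean residual r 0.0163 and 0.00441, permutation p = 0.476). With cow as a replicate block there were 409 DEGs, of which 145 were upregulated.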

The expression of 1213 of these genes was upregulated, and that of 733 was downregulated (Fig. 2c, Supplement Table 2). Next, Functional Enrichment Analysis was performed on PP1 and PP2 using Ingenuity pathways IPA and Metascape. 

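For energy production, oxidative phosphorylation genes were tested as a set with edgeR's camera, which compares the genes of a set with all the others. Of the 91 genes in this list, written before the counts were examined, 10 have an ID in the copy of Supplement Table 2 used here. Of 24 such lists 2 had the 5 genes needed for a test. All 10 genes were lower at PP1 than at PreP, with a median log2 fold change of -0.61 (FDR 4e-06 from camera), and all 10 were lower at PP2, with a median of -0.83 (FDR 1.38e-08). The largest decrease was that of ATP5MC3 at PP2 (log2 fold change -1.15, FDR 0.012 from edgeR). These FDRs assume an inter-gene correlation of 0.01, and with the correlation estimated from the data they were 0.233 at PP1 and 0.0803 at PP2. The mean log2 CPM of the 10 genes, compared library by library, fell by 0.686 at PP1 (exact permutation p = 0.015, adjusted 0.045, lower in 7 of 8 cows) and fell by 0.864 at PP2 (exact permutation p = 0.0056, adjusted 0.034, lower in 7 of 8 cows). Between PP1 and PP2 it fell by 0.178 (exact permutation p = 0.51, adjusted 0.61).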

As expected, functions grouped in categories such as lipid metabolism, molecular transport, energy production, cell signaling, and free radical scavenging were affected by parturition and the progression of lactation (Fig. 2d).

**Fig. 2:**
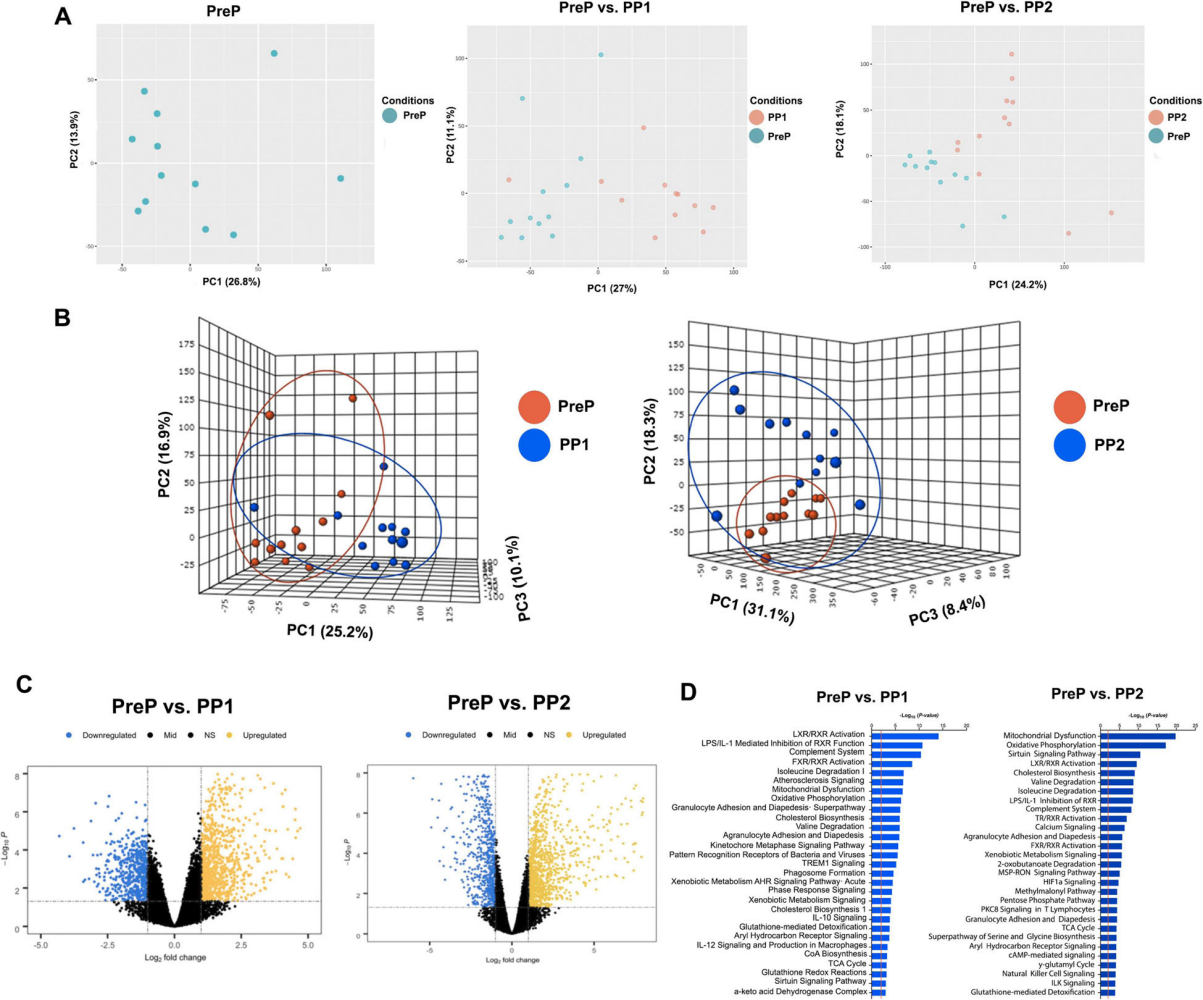
The transcriptomic profile of subcutaneous adipose tissue is altered after parturition and the onset of lactation. Adipose tissue samples were collected from Holstein cows (n = 12) at 11 ± 3.6 d before calving date (PreP) and at 6 ± 1d (PP1) and 13 ± 1.4d (PP2) after parturition. **a** 2D and **b** 3D Principal components analysis (PCA) of adipose tissue transcriptomics data at PreP, PreP vs. PP1, and PreP vs. PP2. **c** Volcano plots of differentially expressed genes at PP1 and PP2 when compared to PreP samples. **d** Enrichment of differentially expressed genes (DEG) analyzed based on canonical pathways categories using Ingenuity Pathway Analysis (IPA). The x-axis indicates the –log10(*p*-value) and red line indicates a threshold of *p* = 0.05 [−log10(0.05) =1.3]

### Enrichment of gene networks of AT lipid metabolism, inflammation, and remodeling

Since there were more transcriptional changes identified at PP2 compared to PP1 and the majority overlapped between the two timepoints, we selected PP2 DEG and performed enrichment analysis using Metascape and IPA. 

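The lists of DEGs at PP1 and PP2 shared 377 genes with the same direction, 318 upregulated and 59 downregulated, and 1 gene with opposite directions. The shared genes are 50.7% of the DEGs at PP1 and 37.1% of those at PP2, and 41.3 shared genes would be found if the lists were independent. Of the 744 DEGs at PP1, 735 had the same sign of change at PP2, and of the 1015 DEGs at PP2, 943 had the same sign at PP1. The absolute log2 fold change of the shared DEGs was larger at PP2 for 248 genes and larger at PP1 for 129. Both lists use the same PreP libraries, so they are not independent measurements. With cow as a replicate block, 12 DEGs were shared. Exchanging the PP1 and PP2 libraries within cows gave a difference in the number of DEGs at least as large as the 271 seen, in either direction, in 85 of 100 splits. On the number of DEGs and their overlap the paper rests its choice of PP2 for the enrichment analyses.

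**Figure D3:**
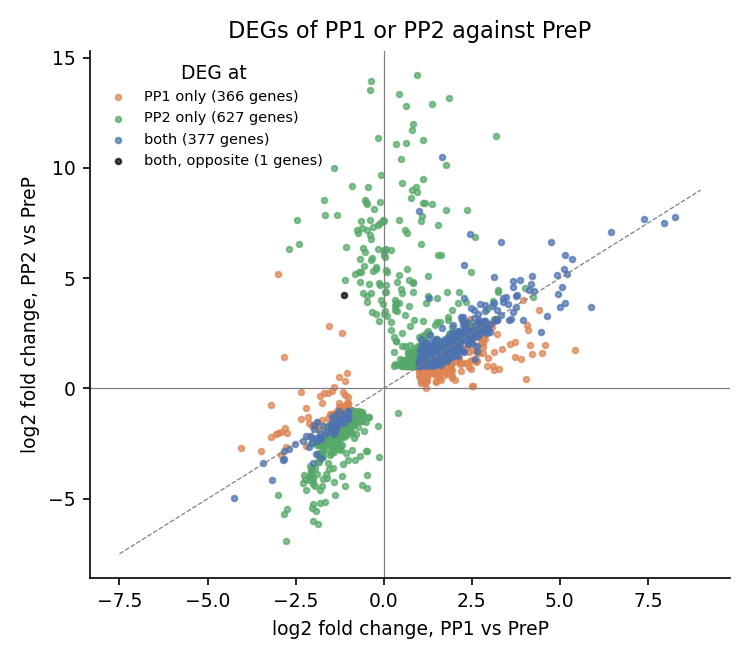
Log2 fold change at PP1 against PreP (x axis) and at PP2 against PreP (y axis), with 1 point per gene tested in both comparisons and called a DEG in at least 1 of them. Most points lie in the quadrants where both changes have the same sign, and 377 genes are DEGs at both time points in the same direction.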

Results demonstrated enrichment of processes related to lipid metabolism, energy production, inflammation, extracellular matrix remodeling, and free radical scavenging. Few lipid metabolism enriched processes were upregulated at PP2, and these belonged to cholesterol homeostasis and the acyl chain remodeling pathway (Fig. 3A). In contrast, there were several gene networks downregulated at PP2 that included synthesis of FA, FA and glycerolipid metabolism, and lipid and triglyceride biosynthesis (Fig. 3A). 

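HSD17B12 (ENSBTAG00000000087), part of the lipid metabolism heatmap in Fig. 3A, had 205 ± 122 CPM (SD, n = 9) at PreP, 85.7 ± 110.0 CPM (SD, n = 10) at PP1 and 45.1 ± 27.1 CPM (SD, n = 9) at PP2. At PP2 its log2 fold change was -2.19 (standard error 0.519, FDR 0.0173 from edgeR, 0.000619 over the 8 named genes tested), with lower values in 7 of 8 cows and an exact permutation p of 0.0053. Apart from IL1B, the paper reports these named genes as DEGs from the same study. An FDR over them alone is therefore circular and gives no independent support. The change at PP1 was -1.26 (standard error 0.517, FDR 0.136), also downward in 7 of 8 cows. With cow as a replicate block the change at PP2 was -2.47 (FDR 0.153 from edgeR). Leaving out cow B5169, whose PP1 library had the highest value of that time point, gave -2.15 at PP1 (FDR 7.04e-05 from edgeR).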

Many of these lipid-related downregulated processes are also in the energy metabolism ontology networks, including adipokine signaling and monocarboxylic acid binding (Fig. 3B). There were four expression patterns of lipid metabolism-related genes (Fig. 3A‘). Genes involved in de novo lipogenesis such as *AGPAT2* and *FASN* were downregulated (− 3.3 and − 6.0 Fold Change [FC]) at PP1 compared to PreP, and then their expression started to increase by PP2 with values of − 1.9 FC for *AGPAT2* and − 2.4 FC for *FASN* (Supplement Table 3). The second group of genes exhibited a gradual reduction of their FC expression from PP1 to PP2 compared to PreP. This group of genes belongs to processes related to energy generation and catabolism, including *ACLY* (PP1 = -3.2 FC; PP2 = -2.0 FC)*, LPL* (PP1 = -2.8 FC; PP2 = -1.7 FC), and *DECR1* (PP1 = -2.8 FC; PP2 = -1.9 FC). 

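ACAT2 (ENSBTAG00000002827) fell from 46.7 ± 26.4 CPM (SD, n = 9) at PreP to 22.4 ± 16.8 CPM (SD, n = 10) at PP1 and 17.4 ± 12.9 CPM (SD, n = 9) at PP2. Its log2 fold change was -1.06 at PP1 (standard error 0.36, FDR 0.0775 from edgeR, 0.0199 over the named genes) and -1.44 at PP2 (standard error 0.391, FDR 0.0323, 0.00159 over the named genes). The FDR over the named genes is circular, since the paper reports most of them as DEGs from the same study. Values were lower than at PreP in 6 of 8 cows at PP1 (exact permutation p = 0.019) and in 5 of 8 cows at PP2 (exact permutation p = 0.005). Between PP1 and PP2 the log2 fold change was -0.40 (FDR 0.97 from edgeR), with 7 of 9 cows lower at PP2. The exact permutation p of 0.31 for this change is over libraries and leaves out the pairing by cow. Cow B5169 had the highest PP1 value, and without this cow the change at PP1 was -1.55 (FDR 0.000544 from edgeR). With cow as a replicate block the change at PP2 was -1.26 (FDR 0.213 from edgeR).

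**Figure D4:**
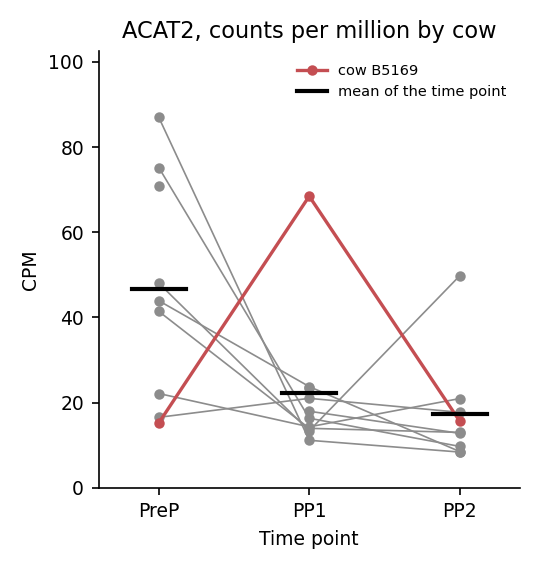
CPM of ACAT2 (y axis) at each time point (x axis), with 1 line per cow and cow B5169 in red. Black bars are the means, 46.7 CPM at PreP, 22.4 CPM at PP1 and 17.4 CPM at PP2.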

The third group of genes showed a continuous downregulation at PP1 and PP2, and these included leptin (*LEP;* PP1 = -2.8 FC; PP2 = -1.8 FC), *GPAM* (PP1 = -4.8 FC; PP2 = -2.9 FC), and *ACAT2* (PP1 = -1.7 FC; PP2 = -1.4 FC). The final group had a drastic increase in expression upon parturition. These genes modulate intracellular lipid fluxes, including cholesterol transport *ABCA1* (PP1 = 2.2 FC; PP2 = 1.8 FC), mitochondrial CoA transport *CPT1c* (PP1 = 1.8 FC; PP2 = 1.7 FC), and the vitamin D receptor *VDR* (PP1 = 3.0 FC; PP2 = 1.9 FC). Among the DEGs involved in energy metabolism, two expression patterns were identified (Fig. 3B‘). A group with downregulation below − 4 FC after calving included anabolic genes belonging to the de novo lipogenesis pathway (e.g. *FASN, ACACA*) and a group with permanent upregulation after calving including *RGS16* a regulator of G protein signaling (Fig. 3B‘and Supplement Table 3).

**Fig. 3:**
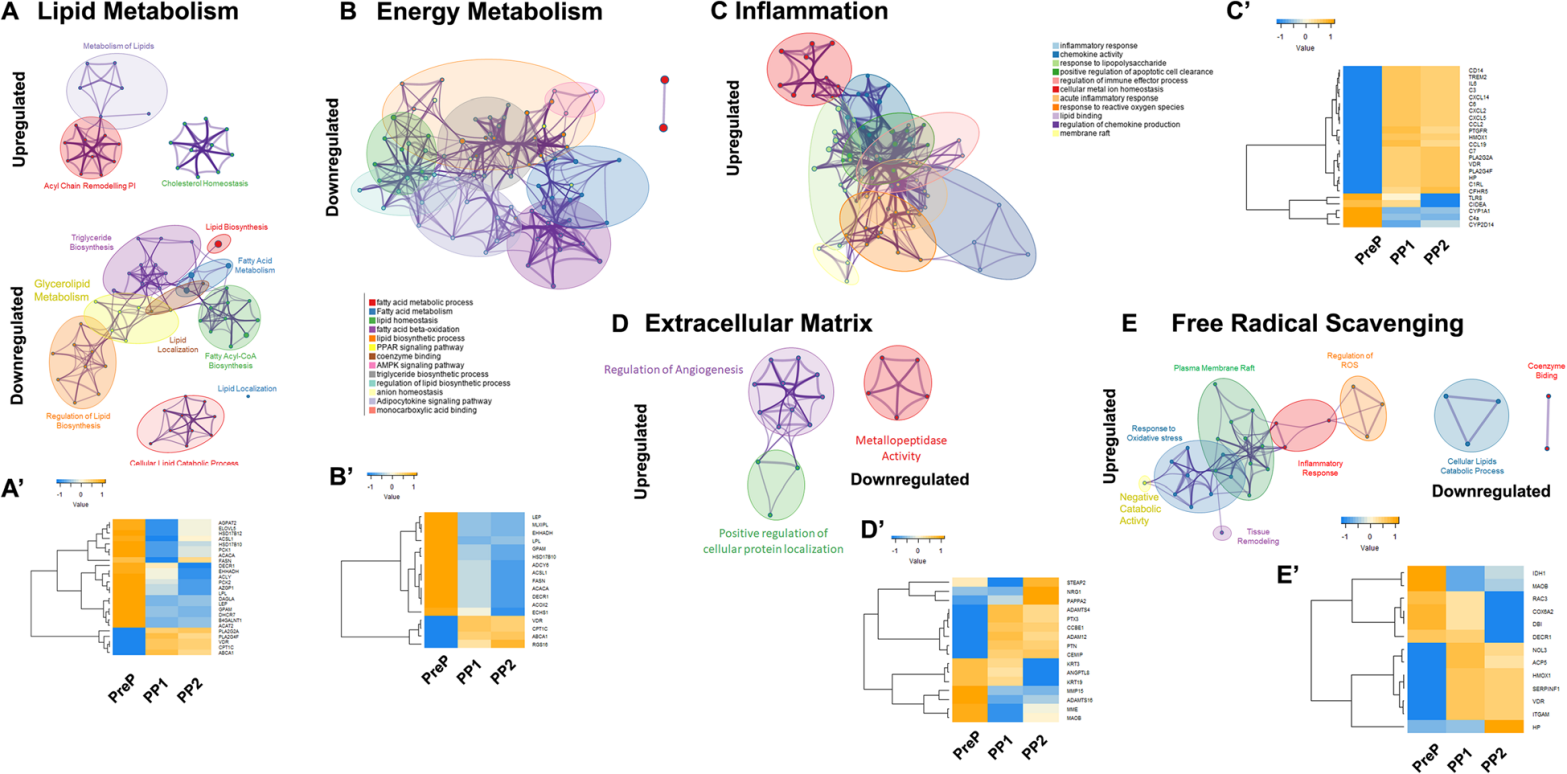
Essential gene networks clusters in adipose tissue of dairy cows are altered after parturition and the onset of lactation. Enrichment network visualization through Metascape showing the functional cluster similarities of enriched terms for differentially up and downregulated genes. Each network matches a heatmap of the differential expressed genes included in the networks. (A, A’) Lipid Metabolism; (B, B′) Energy metabolism; (C, C′) Inflammation; (D, D’) Extracellular matrix; (E, E’) Free Radical Scavenging. (FDR < 0.01). Cluster annotations are color-coded

High lipolysis rates induce inflammatory responses within AT in the first 2–3 weeks after parturition [20]. Accordingly, several inflammation-related networks became activated at PP2, including chemokine activity, apoptosis, lipid binding, response to lipopolysaccharide, and membrane rafts (Fig. 3C). DEG belonging to these upregulated networks at PP1 and PP2 included those encoding for pro-inflammatory cytokines (*CCL2, CCL19, CXCL2, CXCL5, IL6)*, macrophage phenotype markers (*CD14, TREM2*), complement (*C3, C6, C7*), and the free heme processing proteins *HMOX1* and *HP* (Fig. 3C‘and Supplement Table 3). 

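CYP1A1 (ENSBTAG00000001021) had 17.5 ± 7.49 CPM (SD, n = 9) at PreP, 6.25 ± 4.84 CPM (SD, n = 10) at PP1 and 2.88 ± 2.62 CPM (SD, n = 9) at PP2. It was lower after calving in 8 of 8 cows at both time points. At PP2 the log2 fold change was -2.58 (standard error 0.598, FDR 0.0159 from edgeR), and all 9 libraries were below the lowest PreP library (exact permutation p = 4.1e-05, the smallest that 9 libraries against 9 allow). For PP1 it was -1.48 (standard error 0.587), with an FDR of 0.124 over all genes and 0.0316 over the named genes, and an exact permutation p of 0.0025. Since the paper reports most of the named genes as DEGs from the same study, the FDR over them is circular. In limma voom with sample quality weights, PP1 gave -2.21 (FDR 0.0206). No read was counted in the PP2 library of cow B4987, where the median CPM of PP2 corresponds to 54.3 reads, or in the PP1 library of cow B5102, and the PP1 libraries of cows B5064 and B5090 had 5 and 6 reads.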

DEG that exhibited downregulation at PP1 and PP2 included the gene encoding for the complement component *C4a* and those transcribing cytochrome P450 enzymes *CYP2D14* and *CYP1A1.* Toll-like receptor 8 (*TLR8*) showed a unique expression pattern exhibiting strong downregulation at PP2 compared to PreP and PP1 (Fig. 3C‘and Supplement Table 3).

Due to the rapid reduction in AT mass during the first three weeks after parturition (> 20%, [22]), the AT exhibits considerable changes in its extracellular matrix (ECM) structure gene networks with upregulation of angiogenesis and cellular protein localization and downregulation of metallopeptidase activity (Fig. 3D). 

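Metallopeptidase genes were tested as a set of 9, those among 54 listed genes that have an ID in the copy of Supplement Table 2 used here. At PP1 the median log2 fold change was -0.08 with 6 genes down and 3 up (FDR 0.689 from camera), and at PP2 it was 0.19 with 3 genes down and 6 up (FDR 0.883 from camera). The sign of these medians turned with single settings, to 0.04 at PP1 without cow B5165 and to -0.05 at PP2 with cow as a replicate block. Mean log2 CPM of the set fell by 0.241 at PP1 (exact permutation p = 0.18) and fell by 0.15 at PP2 (exact permutation p = 0.41), within the spread between libraries. Single members moved in opposite directions at PP2, with a log2 fold change of -3.35 for MME (ENSBTAG00000002075, standard error 0.715, FDR 0.0104 from edgeR) and 1.26 for ADAMTS1 (FDR 0.0427). MME, in the heatmap of Fig. 3D, went from 24.2 ± 15.9 CPM (SD, n = 9) at PreP to 6.78 ± 14.0 CPM (SD, n = 10) at PP1 and 2.39 ± 1.87 CPM (SD, n = 9) at PP2, and with cow as a replicate block its PP2 change had an FDR of 0.0673 from edgeR. PTN (ENSBTAG00000002317), in the same heatmap, rose from 7.50 ± 3.95 CPM (SD, n = 9) to 48.1 ± 62.3 CPM (SD, n = 10) at PP1 and 40.2 ± 58.7 CPM (SD, n = 9) at PP2. Its log2 fold changes were 2.68 (standard error 0.661, FDR 0.02 from edgeR, upward in 5 of 8 cows) and 2.40 (standard error 0.587, FDR 0.0197, upward in 7 of 8 cows). With the block for cow they were 1.82 (FDR 0.198) and 1.80 (FDR 0.0794). The PP2 library of cow B4987 had 189 CPM of PTN, where the PP2 median was 14.0 CPM. Without this cow the change at PP2 was 1.61, the smallest with a cow left out. At PP1 the smallest such change was 2.04, without cow B5102.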

Reflecting on the complex regulation of ECM, certain metalloproteases that promote angiogenesis and adipogenesis were upregulated (*ADAMTS4*, *PAPPA2*). In contrast, others such as *ADAMTS16* were downregulated together with specific ECM proteins like keratins 3 and 19 encoded by *KRT3* and *KRT19* (Fig. 3D‘and Supplement Table 3).

Rapid mobilization and oxidation of FA in adipocytes during the PPE trigger intense responses to oxidative stress and reactive oxygen species generation. Accordingly, gene networks that link inflammation and oxidative stress were upregulated, while those that involve catabolism of lipids were downregulated (Fig. 3E and Supplement Table 3). Noticeably, genes associated with heme processing such as *HP* and *HMOX1* were upregulated after calving (Fig. 3E‘and Supplement Table 3). While *IDH1*, an NADPH producing enzyme, and *MAOB*, an amine oxidase, were downregulated (Fig. 3E‘and Supplement Table 3).

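MAOB (ENSBTAG00000001288) decreased from 107 ± 31.1 CPM (SD, n = 9) at PreP to 36.5 ± 36.7 CPM (SD, n = 10) at PP1 and 23.3 ± 13.1 CPM (SD, n = 9) at PP2. The decrease at PP2 was seen in 8 of 8 cows, and all 9 PP2 libraries lay below the lowest PreP library (exact permutation p = 4.1e-05). Its log2 fold change at PP2 was -2.18 (standard error 0.314, FDR 0.00102 from edgeR) and stayed between -2.41 and -2.06 with each cow left out in turn. Cow as a replicate block gave -2.45 (FDR 0.00844 from edgeR). At PP1 the log2 fold change was -1.55 (standard error 0.491, FDR 0.0616 from edgeR, 0.0188 over the named genes), downward in 7 of 8 cows (exact permutation p = 0.00071), and without cow B5169 it was -2.09 (FDR 0.00256 from edgeR). As for ACAT2, the FDR over the named genes is circular. In the PP1 library of cow B5102, 10 reads were counted, where the median CPM of PP1 corresponds to 325.

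**Figure D5:**
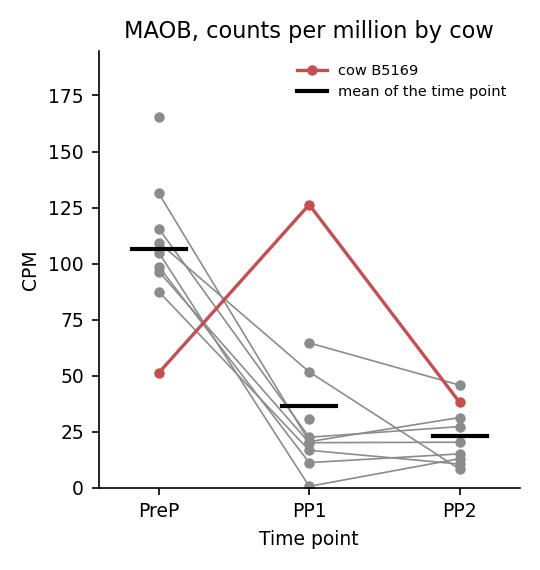
CPM of MAOB (y axis) at each time point (x axis), with 1 line per cow and cow B5169 in red. Black bars are the means, 107 CPM at PreP, 36.5 CPM at PP1 and 23.3 CPM at PP2.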

### Pathway analyses of AT lipid metabolism, inflammation, and remodeling

Ingenuity pathway analyses determined upstream regulators related to DEG identified at PP2. The activation of inflammatory signals, including P38 MAPK, TLR4, IL1, and IL6 were identified as triggers of lipolytic activity (Fig. 4a). In contrast, several components of lipogenic pathways acted as inhibitors of *FASN*, *ELOVL6*, *ACLS1*, and *THRSP* and thus reduced the synthesis of lipids (Fig. 4b). The gene encoding primary facilitator superfamily domain-containing protein 2a (*MFSD2A*) also suppressed lipogenic activity (Fig. 4c). As expected, the regulation of inflammatory responses within AT during the PPE is complex and includes many upstream regulators that are interconnected. Key pathways identified by IPA included activation and recruitment of phagocyte and myeloid cells, phagocytosis, and fibrogenesis (Fig. 5a). Carbon monoxide acted as an upstream regulator of lipolysis and phagocyte recruitment linking inflammation and lipid release (Fig. 5b). Finally, the gene *CHUK,* encoding the inhibitor of NFKβ kinase complex subunit alpha, was identified as a possible promotor of reactive oxygen species production linking inflammation and oxidative stress [23]. Although *CHUK* is only one component of the kinases that phosphorylate NFKβ, its inflammatory activity induces the activation of complement (C3), *CXCL2* encoding macrophage inflammatory protein 2-alpha, and *HMOX1 (*Fig. 5c).

**Fig. 4:**
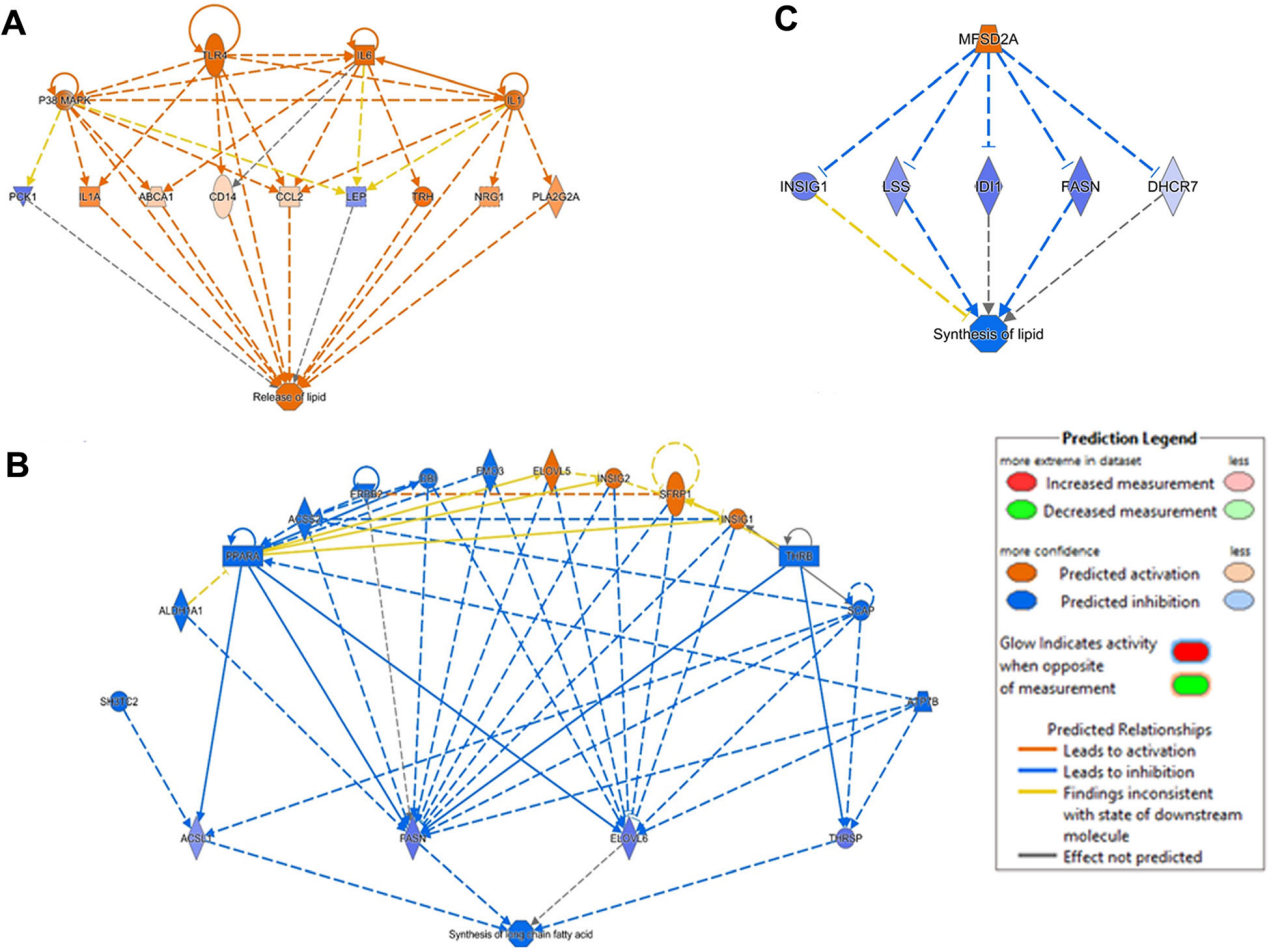
Impact of transcriptional profile changes after parturition and the onset of lactation on upstream regulators and biological functions as predicted by IPA analysis. Network analyses combined differentially expressed genes with upstream regulators and physiological functions to identify factors related to the activation or inactivation of lipid mobilization biological processes (*p* ≤ 0.05). After parturition, hubs in the networks colored orange are predicted to have activation, and those in blue are predicted to be inhibited. Color lines connecting hubs indicate IPA prediction of hubs whose activity lead to upregulation (orange line) or downregulation (blue line). Networks analyzed: (**a**) Release of lipids; (**b**) Inhibition of long-chain fatty acids synthesis; (**c**) Inhibition of lipid synthesis of lipids

**Fig. 5:**
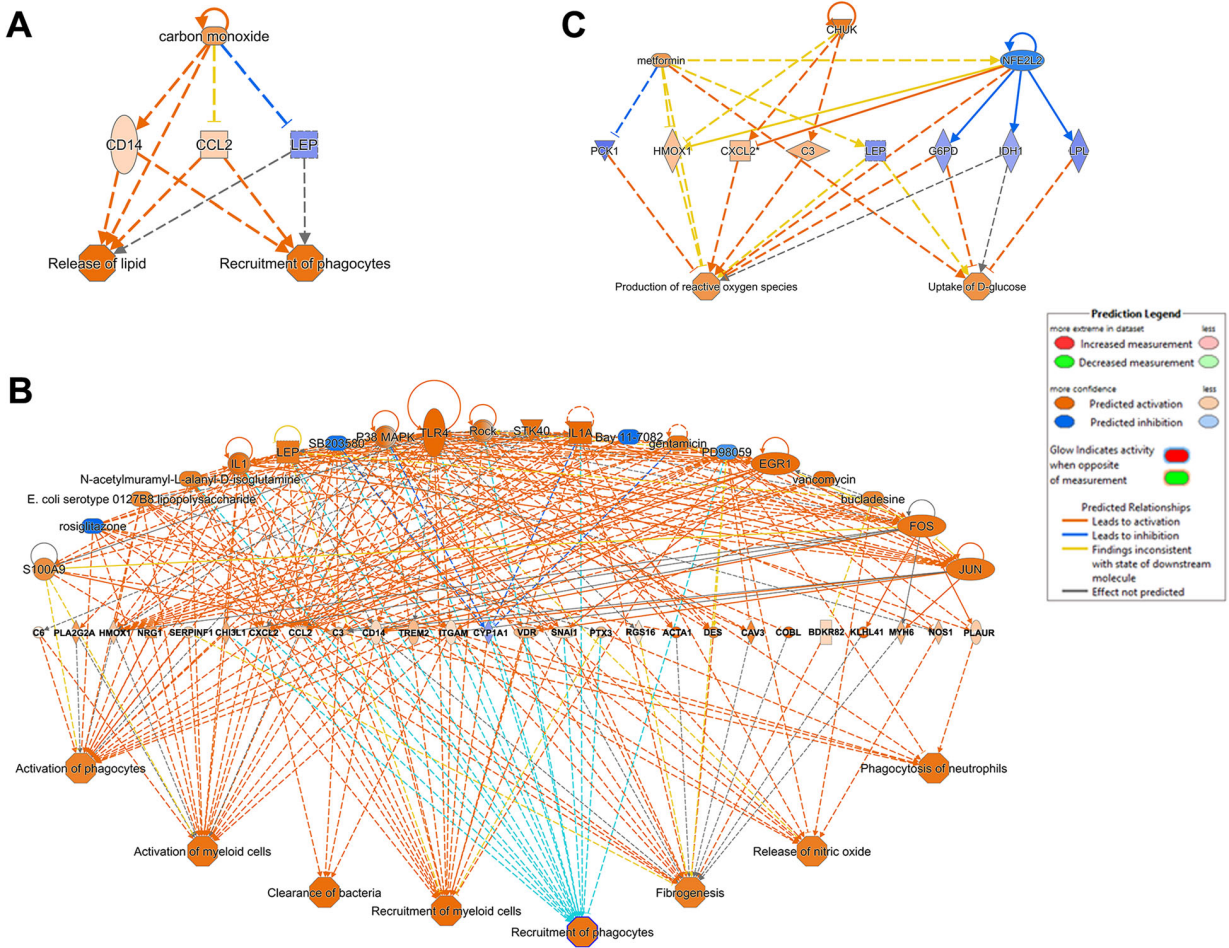
Impact of transcriptional profile changes after parturition and the onset of lactation on upstream regulators and biological functions as predicted by IPA analysis. Network analysis combined differentially expressed genes with upstream regulators and biological functions to identify factors related to the activation or inactivation of lipid mobilization biological processes (p ≤ 0.05). After parturition, hubs in the network colored orange are predicted to have activation, and those in blue are predicted to be inhibited. Color lines connecting hubs indicate IPA prediction of hubs whose activity lead to upregulation (orange line) or downregulation (blue line). Networks analyzed: (**a**) Activation of phagocytes recruitment and lipid release; (**b**) Activation of immune response; (**c**) Production of ROS and glucose uptake

## Discussion

During the PPE, AT reserves of FA support lactation and bodily functions in an NEB environment. Lipolysis makes FA available as an energy substrate to tissues by breaking down triglyceride molecules stored within adipocyte lipid droplets. In this group of cows, a high PPE lipolysis rate was reflected in the reduction of BW and BCS post-calving, increased postpartum plasma NEFA and BHB, and reduced adipocyte size as lactation progressed. These changes occurred during the first 2 weeks of lactation and were accompanied by variations in AT gene expression patterns that were analyzed by measuring their transcript levels using NGS.

To our knowledge, this the first next-generation RNAseq study performed in AT from multiparous PPE cows and the second in PPE dairy cattle after Mellouk et al. [24] who did a similar transcriptomics evaluation in first lactation heifers. In our current study, transcription profiling identified 1524 and 1946 DEG at PP1 and PP2, respectively, compared to PreP. In the report by Mellouk and colleagues, heifers with moderate NEB exhibited 977 DEG at one week post-calving when comparing the transcriptome with that at four weeks before parturition. In both studies, parturition and the onset of lactation coincided with abrupt and intense changes in AT gene expression profiles.

### Periparturient AT lipid and energy metabolism

Enrichment analyses in the present study and that of Mellouck et al. [2020] identified genes related to lipid and energy metabolism processes overly represented as DEG (Fig. 3). This is an expected observation reflecting AT’s rapid response to reduce NEB that is characterized by an inhibition of pathways that promote the synthesis of FA and triglycerides [25]. By diverting FA away from triglyceride formation, the AT prioritizes FA released by lipolysis for export as energy substrates. Previous RT-qPCR and microarray experiments reported the downregulation of lipogenic genes that govern FA synthesis pathways in AT during the PPE, including *FASN* [26–28], *ELOVL6* [26, 29], *PCK1* [30, 31]*, ACACA* [13, 32]*,* and *ACLS1* [32, 33]. Our IPA analysis found these same genes and *ELOVL5, THRSP,* as upstream inhibitors of FA synthesis. An important finding in our analyses is that following parturition, the inhibition of FA synthesis related genes is not static. 

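Of the lipogenic genes compared between the time points, PCK1 (ENSBTAG00000001936) could be linked to its counts. Mean PCK1 was 114 ± 61.4 CPM (SD, n = 9) at PreP, 34.0 ± 60.1 CPM (SD, n = 10) at PP1 and 14.6 ± 9.94 CPM (SD, n = 9) at PP2, and the medians were 117, 7.96 and 12.7 CPM. Against PreP the log2 fold change was -1.75 at PP1 (standard error 0.73, FDR 0.142 from edgeR, 0.0316 over the named genes) and -2.96 at PP2 (standard error 0.487, FDR 0.00238), with 7 of 8 cows lower at each time point. Here too the FDR over the named genes is circular, as the paper reports most of them as DEGs from the same study. From PP1 to PP2 the log2 fold change was -1.27 (standard error 0.771, FDR 0.97 from edgeR), with 4 of 9 cows higher at PP2 and 5 lower (exact permutation p = 0.97). Cow B5169 had the highest PP1 value. Without this cow the change was -2.98 at PP1 (FDR 0.00167 from edgeR) and -3.37 at PP2 (FDR 0.000231), and with cow as a replicate block it was -3.43 (FDR 0.104) and -3.16 (FDR 0.0244).

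**Figure D6:**
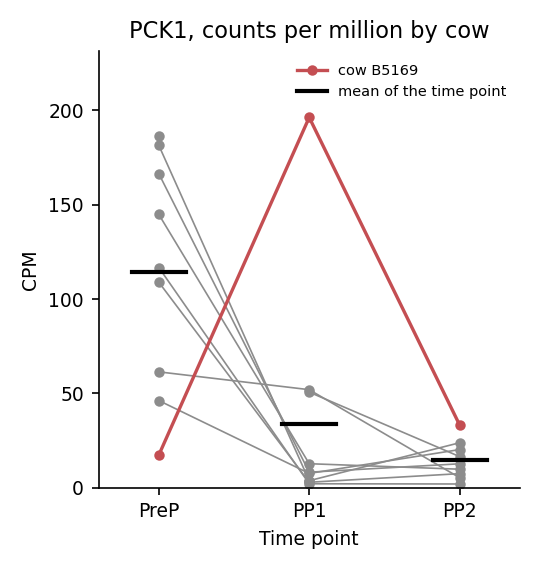
CPM of PCK1 (y axis) at each time point (x axis), with 1 line per cow and cow B5169 in red. Black bars are the means, 114 CPM at PreP, 34.0 CPM at PP1 and 14.6 CPM at PP2.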

Genes that have a predominant role in lipogenesis such as *FASN, ELOVL5, ACLS1,* and *PCK1* increase their expression by PP2 responding to the improvement in NEB. Together, our results demonstrate that lipogenesis inhibition is a feature of AT transcriptomic adaptation to the PPE that is reduced as lactation progresses. The gradual reactivation of lipogenesis likely minimizes the release of FA into circulation as NEB diminishes.

Another necessary transcriptional adaptation of AT to the PPE is increasing the capacity of adipocytes to export lipids. Cows in this study exhibited upregulation of the cholesterol homeostasis pathway characterized by higher expression of *ABCA1* (Fig. 3A and A‘)*.* Lipolysis activates cholesterol efflux in adipocytes as the breakdown of lipid droplets releases cholesterol molecules into the cytoplasm [34]. The protein ABCA1 is critical for delivering free intracellular cholesterol and phospholipids to extracellular apolipoproteins and thus activating the transport of lipids from AT [35]. Postpartum activation of the cholesterol homeostasis pathway coincides with the well-characterized plasma cholesterol dynamics in dairy cows that reach their nadir immediately after parturition and rapidly rebound to pre-calving levels by four weeks into lactation [36]. The pattern of AT *ABCA1* transcription observed in the present study coincides with that reported in the liver [36]; thus, both organs activate their cholesterol homeostasis pathways to accommodate the sizeable periparturient flux of lipids into circulation.

Cows in our present study also exhibited, at least at the transcription level, post-calving activation of the acyl chain remodeling pathway (Lands Cycle). 

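The ID that Supplement Table 2 gives for PLA2G2A (ENSBTAG00000002700) had 4 reads in the 28 libraries together, found in 3 libraries, with 2 reads in the highest. This is under the filter of 3 reads in a library, so no fold change was computed at PP1 or PP2. Whether the ID or the depth is the reason for the few reads was not tested. The paper's reported log2 fold changes for PLA2G2A in Supplement Table 3 are 4.69 at PP1 and 3.64 at PP2. PLA2G4F has no ID in the table that links symbols to counts and was not analysed here.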

Primarily driven by the upregulation of the phospholipases *PLA2G2A* and *PLA2G4F* at PP1 and PP2 (Fig. 3A‘), this pathway regulates the size of lipid droplets and may be necessary for targeting smaller droplets generated during lipolysis to intracellular organelles such as the mitochondria and the rough endoplasmic reticulum [37]. Since mitochondria is an essential target for FA released during lipolysis in adipocytes [38], the upregulation of *CPT1C* at PP1 and PP2 is noteworthy (Fig. 3A‘). This gene encodes an isoform of the rate-limiting enzyme in mitochondrial FA oxidation, carnitine palmitoyltransferase 1. Simultaneously, AT showed downregulation of *LEP,* coinciding and likely explaining the low circulating levels of leptin observed during the PPE [39]. By reducing leptin, the AT exerts an orexigenic effect to counterbalance NEB. Together these transcriptomic changes activate the oxidative machinery of adipocytes preparing these cells for using FA as an energy substrate in the mitochondria and enhance energy intake systemically.

Although lipolytic activity is primarily regulated by the phosphorylation rate of lipases and not by gene transcription patterns [40], it is essential to highlight the drastic postpartum downregulation of *MAOB*. This gene encodes monoamine oxidase B, an enzyme that degrades lipolytic amines such as norepinephrine. The responses of AT to adrenergic stimuli in dairy cows are increased during the first month after parturition compared to the non-lactating period [41]. A limited transcription of *MAOB* provides a mechanistic target for this physiological response, and therefore future studies should examine protein expression and activity patterns of this enzyme around parturition.

### Adipose tissue inflammation

Lipolysis is an inflammatory event that triggers immune cell infiltration and extracellular remodeling in humans [42], rodents [43], and dairy cows [4]. Our study’s enrichment analyses identified several pathways in PP1 and PP2 samples that likely modulate the inflammatory process in AT postpartum (Fig. 3C). Our DEG (Fig. 3C‘) and IPA (Fig. 5b) analyses highlighted the cytokines *IL6*, *CXCL2*, and *CCL2* as upstream targets for pathways involved in the recruitment and activation of phagocytes and phagocytosis. Zhang and colleagues characterized lipolysis induced IL6 secretion as a hormone-sensitive lipase activation-dependent event in rodents [44]. In dairy cows, postpartum AT *IL6* upregulation is a commonly described transcriptomic finding [45]. Both the macrophage inflammatory protein 2-alpha, encoded by *CXCL2,* and monocyte chemoattractant protein-1, encoded by *CCL2,* are promoters of macrophage infiltration into AT [46]. Postpartum upregulation of these genes in AT was reported by our group and others using RT-qPCR approaches [13, 27].

Macrophage infiltration is a significant characteristic of lipolysis induced inflammation in AT [47]. Increased expression of *CD14* postpartum in this group of cows provides further evidence for the enhanced trafficking of macrophages into AT during lipolysis as the CD14 protein is a macrophage marker in cattle [48]. This finding coincides with reports from different research groups demonstrating an increased number of macrophages in AT postpartum, especially in cows with high lipolysis rates using transcriptomics [27], flow cytometry [8], and immunohistochemistry [45, 49]. A new finding of our present study is the identification of *TREM2* as DEG*.* This gene encodes for a transmembrane glycoprotein that binds with apolipoproteins and phospholipids. TREM2 expression is abundant in macrophages with an anti-inflammatory phenotype and is a marker for high cholesterol metabolism and oxidative phosphorylation capacity [50]. Since phenotyping AT macrophages is difficult in bovines, TREM2 expression in PPE cows warrants further investigation as it could represent a new marker for mononuclear cells with metabolic functions also described in the literature as metabolically activated macrophages [51].

The DEG analysis in our study demonstrated a postpartum upregulation of genes encoding the complement proteins C3 and C5. These results align with proteomic studies by Zachut and colleagues identifying the same peptides with a similar enhanced expression pattern postpartum compared to pre-calving timepoints [52]. C3 is the main effector protein of the complement system. Convertases cleave C3 to generate C3a and C3b and C5 to yield C5a and C5b upon activation by the inflammatory process. C3a downstream product C3adesArg (i.e., acylation stimulating protein) and C5a are both potent inhibitors of lipolysis and promoters of triacylglycerol synthesis and glucose transport in adipocytes and muscle cells [53, 54]. C3a and C5a are good examples of how inflammatory mediators released during the resolution stage of inflammation may exert a negative feedback loop that reduces lipolysis in adipocytes.

The IPA analysis results in our study link, for the first time in dairy cattle, the expression of TLR4 and IL6 with lipid release pathways. This connection is well described in human and rodent studies. Activation of TLR4 by endotoxins or FA stimulates the phosphorylation and degradation of IκB proteins via a MyD88-dependent pathway. This leads to the translocation of NF-κB, which triggers the synthesis of pro-inflammatory cytokines, including IL6 and TNFα [55]. The latter promotes lipolysis by impairing the expression and function of perilipin. This causes the thinning of the protein envelope of the lipid droplet, making it more susceptible to HSL’s action [56]. TLR4 can also activate the mitogen-activated protein kinase /extracellular signal-regulated kinase (MEK/ERK) pathway in a MyD88-independent manner. MEK/ERK pathway phosphorylates the beta-adrenergic receptors and PKC, ultimately leading to HSL and perilipin phosphorylation [57, 58]. Additionally, MEK/ERK stimulates TNFα production [59]. Given the high incidence of inflammatory diseases with high levels of circulating endotoxins in PPE cows [60], further research should focus on elucidating the mechanisms that link TLR4 activation with dysregulation of lipolysis.

### Adipose tissue remodeling

Lipolysis is a catabolic process that leads to a drastic reduction in the mass of the AT in PPE cows. As with any remodeling process, this change requires robust proteolytic activity, which in the animals in the present study was reflected in enhanced transcription of metallopeptidase and angiogenesis-related pathways. Our DEG analysis indicated postpartum upregulation of the matrix metalloproteinases *ADAMTS4* and *ADAM12* that are members of ADAM/ADAMTS system. Both genes encode proteins belonging to the disintegrin and metalloproteinases group of proteases. The transcription of *ADAMTS4* produces a homonym enzyme that acts on aggrecan. Although this proteoglycan is more abundant in cartilage, it is also present in AT and is a potent promoter of adipogenesis in preadipocytes. The activity of ADAMTS4 is a determinant in the action of aggrecan on adipocyte progenitor cells. Remarkably ADAMTS4 is abundantly present in periods of AT expansion postnatally [61]. ADAM12 or meltrin alpha is a metalloprotease disintegrin. Similar to ADAMTS4, ADAM12 is a proadipogenic factor, and its metalloprotease activity is required for the differentiation of perivascular preadipocytes into adipocytes [62]. Therefore, the upregulation of this aggrecanase may be an early indicator of the reactivation of adipogenic and lipogenic activity after the lipolysis peak postpartum.

### Adipose tissue oxidative stress

Lipolysis is a pro-oxidant event as triglyceride hydrolysis and the release of FA increase mitochondrial respiration and promote the production of reactive oxygen species (ROS) [38]. In this group of cows, periparturient lipolysis led to the activation of pathways regulating responses to ROS and oxidative stress (Fig. 3E). It is important to emphasize the postpartum enhancement of the transcription of genes related to heme processing, including *HMOX1*, *HP*, and *STEAP2.* Heme oxygenase 1 is encoded by *HMOX1* and is the rate-limiting enzyme of heme degradation that releases biliverdin, ferritin, and carbon monoxide [63]. As for *STEAP2,* this gene encodes the metalloprotease STAMP1 that reduces iron [64]. In AT, haptoglobin (encoded by *HP*) exerts an antioxidant role, and its expression is triggered by inflammatory responses such as those induced by lipolysis [65]. Heme induces lipolysis in adipocytes through a mechanism that involves the generation of pro-oxidants and lipid peroxidation products [63]. Importantly, IPA analyses of our data identified *HMOX1* together with C3 as possible upstream determinants in the production of ROS (Fig. 5c). Also, IPA analysis identified carbon monoxide as a link between heme processing and macrophage infiltration. Carbon monoxide is the product of heme oxidase 1 and is a promoter of maturation of monocytes into macrophages as it induces the expression of CD14 [66]. Taken together, the transcriptomic patterns of heme processing proteins and carbon monoxide indicate that in healthy PPE cows, as those in the present study, the AT rapidly deploys antioxidant defenses to reduce the pro-lipolytic effects of heme and other inducers of oxidative stress and at the same time trigger the rapid resolution of inflammation by enhancing the maturation of infiltrating monocytes.

In our present study, DEG, pathway, and IPA analyses identified the nuclear receptor *VDR as* a key target gene that is involved in several upregulated processes post-calving. Vitamin D exerts many of its effects through the activation of VDR. These include, but are not limited to, inhibiting lipolysis, activating lipogenesis and adipogenesis, minimizing adipocyte apoptosis, promoting adiponectin secretion, and exerting an anti-inflammatory effect in AT (reviewed extensively in [67]). The role that VDR plays in the adaptation of AT to PPE metabolic challenges is unknown in dairy cows; therefore, further research is warranted especially given the allelic variations in coding regions of the bovine *VDR* gene [68].

Finally, it is important to note that this study focused on AT and did not include samples from the liver, mammary gland, uterus, or other organs with significant physiological changes during PPE. Therefore establishing the exact mechanisms that drive specific AT responses during PPE based on the data presented is difficult. For example, systemic inflammation and uterine involution can also induce AT inflammatory responses directly and therefore enhance the lipolysis induced inflammation.

## Conclusion

Our present study presents a transcriptomic analysis that identified gene networks, processes, and pathways that orchestrate the adaptations of AT to the lipolytic responses that characterize the PPE in dairy cows. Results provide a comprehensive characterization of the gene expression dynamics at 1 and 2 weeks postpartum compared to a sample collected 1 week before parturition. DEG and pathway enrichment analyses identified important gene targets for periparturient AT processes such as lipid mobilization (*ABCA1, FASN, ELOV6*), inflammation (*C3, C5*, *CCL2 IL6*, *CXCL2*, and *TREM2*) extracellular matrix remodeling (*ADAMTS4* and *ADAM12*), and redox signaling (*HMOX1*, *HP*, *STEAP2,* and VDR) and demonstrate the complex interactions among these essential functions during PPE.

## Supplementary Information

**Additional file 1: Table S1**. Ingredient and nutrient composition of the close-up diet and the postpartum diet.

**Additional file 2.**

**Additional file 3.**

## Data Availability

Raw data generated and used during this study are included in this published article and its supplementary information files. Sequencing data from this study has been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and is accessible through the GEO Series accession number GSE159224. All other relevant data are available within the article and supplement files or from the corresponding author upon request.

## Abbreviations

AT: Adipose tissue
BCS: Body condition score
BHB: Beta hydroxybutyrate
BW: Body weight
FA: Fatty acids
FFA: Free fatty acids
LPS: Lipopolysaccharide
NEB: Negative energy balance
NEFA: Non-esterified fatty acids
PPE: Periparturient period
SCAT: Subcutaneous adipose tissue

# Supplementary material for: Transcriptomic profiling of adipose tissue inflammation, remodeling, and lipid metabolism in periparturient dairy cows (Bos taurus)
**Source:** BMC Genomics. 2020 Nov 23;21:824. doi: 10.1186/s12864-020-07235-0
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Ingredient and nutrient composition of the close-up diet and the postpartum diet.

| **Item** | **Diet** | |
| --- | --- | --- |
|  | **Close-up** | **Fresh** |
| ***Ingredient, % DM*** |  |  |
| Corn Silage | 28.0 | 30.0 |
| Grass Hay | 32.2 | - |
| Alfalfa Hay | - | 18.1 |
| Alfalfa Silage | - | 11.7 |
| Soybean Meal | 9.6 | 9.7 |
| Ground Corn | 6.6 | 15.0 |
| Soyhulls | - | 5.6 |
| High Moisture Corn | - | 4.4 |
| Mineral and vitamin mix^1,2^ | 8.5 | 4.0 |
| Fatty Acid Supplement^3^ | 1.2 | 1.6 |
| ***Nutrient Composition, % DM^4^*** |  |  |
| NDF | 42.5 | 32.5 |
| Forage NDF | 95.3 | 27.5 |
| iNDF | 18.0 | 14.2 |
| CP |  | 17.5 |
| Starch |  | 25.9 |
| FA | 1.2 | 1.6 |
| FA g/100g FA |  |  |
| 16:0 | 18,2 | 17.1 |
| 18:0 | 3.6 | 3.4 |
| *cis-9* 18:1 | 19.8 | 15.1 |
| *cis-9, cis-12* 18:2 | 49.7 | 48.8 |
| *cis-9, cis-12, cis-15* 18:3 | 4.9 | 8.5 |

Supplement Table 1: Ingredient and nutrient composition of the close-up diet and the postpartum diet.

^1^ Vitamin-mineral mix for the close-up diet contained (DM basis): 54.8% SoyChlor, 13.9% limestone, 10.0% rumen-protected choline, 8.8% di- calcium phosphate, 4.2% magnesium sulfate, 1.8% salt, 1.8% yeast, 4.4% trace minerals and vitamins, and 0.3% selenium yeast 600 (600 mg of Se/kg).

^2^ Vitamin-mineral mix for the fresh cow diet (DM basis): 27.9% molasses, 15.3% limestone, 12.2% sodium bicarbonate, 11.8% blood meal, 8.7% dicalcium phosphate, 6.1% trace minerals and vitamins, 5.7% rumen-protected choline, 4.4% magnesium sulfate, 3.9% salt, 2.7% animal fat, 0.9% yeast, and 0.4% selenium yeast 600 (600 mg of Se/kg).

^3^ Palmitic acid-enriched FA supplement (Nutracor; Wawasan Agrolipids, Johor, Malaysia). The supplement contained (g/100 g of fatty acid) 0.64 of C14:0, 84.5 of C16:0, 1.80 of C18:0, 7.88 of C18:1 *cis*-9, and 99.0% total fatty acids. Blend of Ca salts of palm FA supplement (Nutracal; Wawasan Agrolipids, Johor, Malaysia) and Palmitic acid-enriched FA supplement (Nutracor; Wawasan Agrolipids, Johor, Malaysia).

^4^ Expressed as percent of as fed.

How the deposited data were processed for this re-analysis (not part of the article)

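Gene expression was measured by RNA-seq in subcutaneous AT of dairy cows. The 28 libraries came from 11 cows, with 9 libraries at PreP, 10 at PP1 and 9 at PP2. The authors checked and filtered the reads, mapped them with HISAT to bosTau7 and counted them per Ensembl gene with HTSeq. The deposited values are raw read counts, which the authors neither normalized nor filtered. Strandedness, the handling of multi-mapped reads and the annotation release are not named in the paper's text.

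Total counts per library ran from 15293154 to 22284884, with a median of 19088705. A gene with 3 reads in a library had between 0.127 and 0.200 CPM, after TMM scaling.

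All 28 columns of the deposited counts were used and 0 were left out. The paper gives 12 cows, where these columns come from 11. Further columns of the paper's Supplement Table 2 were not used. Their effect on the differences from the paper was not tested. Each column was assigned to a cow and a time point from its label. Samples of 8 cows were available at PreP and PP1, of 8 at PreP and PP2 and of 9 at PP1 and PP2.

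Tests were run in R 4.3.3 with edgeR 4.0.16. Genes needed at least 3 reads in at least 1 library of the comparison. Counts were scaled by TMM, each pair of time points was fitted alone with the quasi-likelihood test, and p-values were adjusted by Benjamini-Hochberg. DEGs had an FDR under 0.05 and an absolute log2 fold change over 1. The paper's methods give a fold change over 1 without naming the scale, and it was read as log2, the scale of its Supplement Table 3. PCA used log2 CPM with a prior count of 1, on centred genes. The share of variance between groups was tested over all splits of the libraries. Exact permutation tests on log2 CPM of single genes, two-sided, ran over all splits of the libraries into groups of the same sizes. Whether libraries of the same cow were alike was tested with 10000 permutations of the cows of 1 time point.

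Gene sets were tested with camera at an inter-gene correlation of 0.01 where at least 5 genes were tested. Of 24 sets written before the data were examined, 2 had enough genes with an ID. The IPA and Metascape analyses of the paper were not repeated.

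The genes named are those that the paper's text names and, for each comparison with PreP, the 5 largest increases and 5 largest decreases among DEGs that changed in the same direction in every paired cow. This rule was set before the data were examined. Of the latter genes, LRRN1 has a symbol, and of those without a symbol the largest increase and the largest decrease are given. HSD17B12, PTN and MME, which are the other genes of the Fig. 3 heatmaps with an ID and enough reads, and ATP5MC3, ADAMTS1, CD68, PYGM and LMOD2 fall outside the rule and were chosen after their values were seen. The 6 other macrophage genes were chosen after those of CD68 were seen, since 4 of the 36 macrophage genes listed beforehand have an ID, fewer than the 5 needed for a test.

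Alternatives set before the data were examined were another filter on low counts (edgeR's filterByExpr, or none), RLE size factors or total counts in place of TMM, edgeR's likelihood ratio test, DESeq2 1.42.0, limma 3.58.1 voom with sample quality weights, all 3 time points in 1 fit, cow as a replicate block, only the cows with both samples, each cow left out in turn and no threshold on the fold change. For the variance explained they were a prior count of 0.25, the 500 genes of largest variance, scaled genes and labels exchanged within cows. A fit without the PP2 library of cow B5090 was added after the data were seen. The skeletal muscle score as a covariate was not run, because 1 of the 30 genes of its list has an ID.

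The test was checked on simulated data with 17894 genes, 200 of them changed by a log2 fold change of 2. The quasi-likelihood test recovered 164 of the 200, with 8 false calls, and made 0 calls when no gene was changed. With a block for cow it recovered 139. The simulated libraries were drawn without an effect of cow, so a gain from the block could not be seen there. The likelihood ratio test recovered 178, with 31 false calls, and made 9 calls when no gene was changed. For DESeq2 these numbers were 183, 23 and 11, and for voom 161, 8 and 0.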

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

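The tests on skeletal muscle genes, on macrophage genes, on cow B5169 and on the reads behind CYP1A1 and MAOB were chosen after the result was seen. A library was taken as far from the others where its gap to the nearest one was too large a part of the range of its time point for Dixon's test. This was tested for 51 results and found for 8, where chance gives about 2.55.

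Cow B5169 accounted for 5 of these 8. Its PP1 library had a PC2 score of -37.4 (nearest other 2.98), the lowest macrophage gene mean of PP1 at 4.35 log2 CPM (nearest 5.24), the highest ACAT2 at 6.10 log2 CPM (nearest 4.57) and the highest HSD17B12 at 8.62 log2 CPM (nearest 6.68). Its PreP library had the lowest MME, at -0.75 log2 CPM (nearest 2.62). A candidate explanation is that the PreP and PP1 labels of this cow were exchanged. Along the mean change of the 7 other cows with all time points, its change from PreP to PP1 was -0.587, in the opposite direction, where the other cows had 0.423 to 1.59. Its change from PP1 to PP2 along the axis of PreP to PP2 was 0.328, inside the range of the other cows for these labels (-0.663 to 0.542) and below the 0.552 to 1.29 that they had from PreP to PP2, which exchanged labels would call for. Its change from PreP to PP2 on the same axis was -0.375, outside that range of 0.552 to 1.29 and inside the range of the other cows from PP1 to PP2. The measures thus do not all point the same way, and they did not settle the explanation. Library size differed little, with 20780084 and 19188683 counts, inside the range of the other libraries. The same pattern would be seen in a cow whose tissue changed differently around calving, and the design holds no variable that tests this. The labels were left as deposited.

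In the PP2 library of cow B5090, the mean of 17 skeletal muscle genes was 7.12 log2 CPM, and the next highest PP2 library had -0.85. Of the 17 genes, 16 were highest in this library, a signal that the paper does not report on. PYGM had 6638 CPM there and at most 3.14 CPM in any other library, and LMOD2 had 1602 CPM against at most 0.735 CPM. A candidate explanation is skeletal muscle in this biopsy. Of 8 muscle genes not looked at before the test, 7 were highest in this library, and for 8 of 8 the median of the other PP2 libraries stayed within the range of PreP. A change of the time point as a whole would have raised the other PP2 libraries. Without this library, 177 of the 653 upregulated DEGs at PP2 were no longer DEGs, 476 were, and the muscle genes among the upregulated DEGs went from 11 to 0, with a total of 654 upregulated DEGs. A mixed sample therefore remains as an explanation, and no biological explanation was tested for a single library.

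Mean log2 CPM of 6 macrophage genes differed between the postpartum time points and changed by -0.747 from PP1 to PP2 (exact permutation p = 0.0086, adjusted p = 0.013), with 1 of 9 cows higher at PP2. The exact permutation p was 0.0088 after thinning every library to the smallest total, 0.01 without the 10 genes with the most reads and 0.018 without the PP2 library that holds muscle genes. Library size, a few genes with most of the counts and skeletal muscle in 1 PP2 biopsy thus left the difference past 0.05. GC content and gene length could not be tested without gene annotation, so the difference cannot be told apart from these. A larger macrophage content at PP1 than at PP2 may account for it and remains a hypothesis.

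CYP1A1 was lowest in the PP2 library of cow B4987, at -4.26 log2 CPM (nearest other -0.70), with 0 reads counted. At the median CPM of PP2 (2.89) this library would hold 54.3 reads, so its depth does not account for the absence of reads. Low CYP1A1 was not limited to this library, since the PP1 library of cow B5102 also had 0 reads and those of cows B5064 and B5090 had 5 and 6. MAOB was lowest in the PP1 library of cow B5102, at -0.48 log2 CPM (nearest other 3.50). It had 10 reads, and the median CPM of PP1 (21.6) corresponds to 325. In these libraries the 10 genes with the most reads held 24.4% and 22.2% of the counts. The effect of that share on these genes was not tested, and no biological explanation was tested for a single library.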

How the results depend on the processing

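The alternatives were set before the data were examined, except for the fit without the PP2 library of cow B5090, which was chosen after seeing the data. For the results that changed, the cause was not tested.

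The share of variance between the time points kept its side of 0.05 in all 18 fits with another setting and all 31 with a cow left out. It ran from 15% to 22.8% for PP1 against PreP and from 12.7% to 16.9% for PP2 against PreP with a cow left out, and from 4.55% to 6.29% for PP2 against PP1.

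Counts of DEGs against PreP, the shared ones included, moved by less than 1.5-fold in 56 of 81 fits with another setting and in 28 of 74 with a cow left out, so most of the latter moved further. With edgeR's likelihood ratio test there were 265 downregulated DEGs at PP1, 160 DEGs between PP2 and PP1 (150 upregulated and 10 downregulated) and 625 shared DEGs. DESeq2 gave 271 downregulated DEGs at PP1 and 677 shared DEGs. Limma voom with sample quality weights gave 1562 DEGs at PP1, of which 749 were downregulated, 429 upregulated and 622 downregulated DEGs at PP2, and 795 shared DEGs. All 3 time points in 1 fit gave 310 DEGs at PP1 (270 upregulated and 40 downregulated), 176 between PP2 and PP1 (172 upregulated and 4 downregulated) and 207 shared. At any fold change there were 1168 DEGs at PP1, of which 264 were downregulated.

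With cow as a replicate block, PP1 had 58 DEGs (47 upregulated and 11 downregulated), PP2 had 409, of which 145 were upregulated, PP2 against PP1 had 1, which was upregulated, and 12 were shared. The cows with a sample at both time points, without the block, gave 411 DEGs at PP1 (340 upregulated and 71 downregulated) and 220 shared. On simulated data the block recovered 69.5% of the changed genes, against 82% without it. The simulated libraries had no effect of cow, so this does not tell which fit suits the real libraries better.

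With each cow left out in turn, DEGs at PP1 ran from 296 to 1748, the upregulated from 263 to 1013 and the downregulated from 33 to 735. At PP2 they ran from 460 to 1334, the upregulated from 244 to 836 and the downregulated from 216 to 498. Shared DEGs ran from 86 to 899. In each of these ranges the lowest count came without cow B5129 and the highest without cow B5169.

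The upregulated share of the DEGs was 82.8% at PP1 and 64.3% at PP2. With voom it was 52% and 40.8%, and with the block for cow it was 35.5% at PP2. Most DEGs at PP2 were thus downregulated under these settings, in lists that held partly other genes. Of the 744 DEGs at PP1, 743 were DEGs with the likelihood ratio test, 707 with DESeq2, 662 with voom and 55 with the block. Of the 1015 at PP2, these numbers were 1005, 845, 591 and 326.

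PP2 against PP1 had 0 DEGs with a filter by filterByExpr (536 genes at an unadjusted p under 0.05), without a filter (1220), with RLE size factors (1099), with total counts (912), with DESeq2 (573), with voom (682), with the paired cows alone (1036) and with each cow left out (614 to 1205). Without the PP2 library of cow B5090, PP2 had 1126 DEGs (654 upregulated and 472 downregulated) and 448 were shared with PP1.

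Of 16 tests of named genes against PreP, 8 had an FDR under 0.05. The number was 13 with voom and 3 with the block for cow, and it ran from 5 to 13 with a cow left out. Among single genes, 143 of 160 fits with another setting kept direction and side of 0.05, 7 became weaker and 10 stronger, and with a cow left out 149 of 168 kept both, 12 became weaker, 6 stronger and 1 reversed. The reversed one was IL1B at PP1, with log2 fold changes from -0.0686, without cow B4886, to 0.797 and an FDR of at least 0.314 in each.

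The oxidative phosphorylation set was past FDR 0.05 at PP1 and PP2, except with an inter-gene correlation estimated for each set, where 0 sets were past it at PP1 and 0 at PP2 (FDR 0.233 and 0.0803 for this set). The median of the metallopeptidase set ran from -0.1767 to 0.03585 at PP1 with a cow left out, and it was above 0 without cow B4987 (0.03399), cow B5090 (0.02513), cow B5102 (0.004393) or cow B5165 (0.03585). At PP2 it was -0.04663 with the block for cow.

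The skeletal muscle score as a covariate was not run, because 1 of its 30 genes has an ID. PLA2G2A, with 4 reads in all libraries, could not be tested, and whether its ID or the depth is the reason was not tested.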

Differences from the paper's values

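At PP1 the paper's results and discussion report 1524 DEGs, and 744 were found here. The paper's abstract gives the total counts of PP1 and PP2 the other way round. The comparisons here use the counts of the results. The likelihood ratio test (1069), DESeq2 (1056), limma voom (1562), leaving out cow B5169 (1748) and FDR under 0.05 at any fold change (1168) came within 1.5-fold of the paper's count, and the other alternatives set before the data were examined did not. The paper's 603 downregulated DEGs at PP1 stand against 128 here, with voom (749) and the fit without cow B5169 (735) within that range and none of the other alternatives.

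For PP2 the paper's results and discussion report 1946 DEGs, and 1015 were found here. The likelihood ratio test (1457), DESeq2 (1313) and leaving out cow B5169 (1334) came within 1.5-fold. Of these DEGs the paper's 1213 were upregulated, against 653 here, where the likelihood ratio test (940), all 3 time points in 1 fit (822) and the fit without cow B5169 (836) closed the gap. The paper's 733 downregulated DEGs stand against 362, where the likelihood ratio test (517), DESeq2 (537), voom (622) and the fit without cow B5169 (498) closed it. The other alternatives set before the data were examined did not close these gaps.

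ACAT2 at PP1 is given as -1.7 by the paper, and its log2 fold change was -1.06 here. Without cow B5169 it was -1.55, and no other alternative set before the data were examined came as close. The remaining values of the paper are the log2 fold changes at PP1 in its Supplement Table 3. For CYP1A1 the paper's value is -2.67 and the value here -1.48, with -2.21 under voom as the only alternative within the error. MAOB is -2.23 in the paper and -1.55 here, and voom (-2.20), the block for cow (-2.34) and the fit without cow B5169 (-2.09) closed the gap. For PCK1 the paper's value is -3.27 and the value here -1.75, and the same settings gave -3.50, -3.43 and -2.98. MME is -3.98 in the paper and -1.84 here, and they gave -3.78, -3.72 and -3.49. HSD17B12 is -2.67 in the paper and -1.26 here, and none of the alternatives set before the data were examined closed the gap, the nearest being -2.15 without cow B5169. The values computed here for PP2 lay within 1 standard error of the paper's values for PP1, with -1.44 for ACAT2, -2.58 for CYP1A1, -2.18 for MAOB, -2.96 for PCK1, -3.35 for MME and -2.19 for HSD17B12, a comparison made after seeing the values. The value of ACAT2 at PP2 lay nearer to the paper's value for PP2 (-1.4). PTN lay within 1 standard error (0.661 at PP1 and 0.587 at PP2) with the headings as printed and also with them exchanged, so it does not tell these apart. The paper gives 2.6 at PP1 and 2.56 at PP2, and 2.68 and 2.40 were found here.

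At PP1 the FDR of these genes was over 0.05 here, while the paper lists them as DEGs. With voom the FDR was 0.00965 for ACAT2, 0.0206 for CYP1A1, 0.000715 for MAOB, 0.000344 for PCK1, 0.00121 for HSD17B12 and 0.00141 for MME. Without cow B5169 it was 0.000544 for ACAT2, 0.00256 for MAOB, 0.00167 for PCK1, 7.04e-05 for HSD17B12 and 0.000116 for MME. The likelihood ratio test and DESeq2 also gave ACAT2 (0.037 and 0.035) and MAOB (0.0228 and 0.0187) an FDR under 0.05, as did the fit without cow B5079 for MAOB (0.0492).

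The paper states that PCK1 rises again by PP2. Here its mean was 34.0 CPM at PP1 and 14.6 CPM at PP2, its median 7.96 and 12.7 CPM, and the log2 fold change from PP1 to PP2 was -1.27 (FDR 0.97 from edgeR). The paper gives larger decreases at PP1 than at PP2 for ACAT2, where -1.06 and -1.44 were found here. PLA2G2A is upregulated at both time points in the paper, and its ID had 4 reads in 28 libraries here. The paper states that most DEGs overlap between the time points, and here 50.7% of the DEGs at PP1 and 37.1% of those at PP2 did. These shares depended on the cows. Without cow B5169, 899 DEGs were shared, a majority of the 1748 at PP1 and of the 1334 at PP2. Without cow B5129, 86 were shared, a minority of the 296 at PP1 and of the 460 at PP2. The paper's results give metallopeptidase activity as downregulated and some metalloproteases as upregulated, and its discussion gives the transcription of the pathway as enhanced. Here the median log2 fold change of 9 metallopeptidase genes was -0.08 at PP1 and 0.19 at PP2.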

Other observations

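The tests on the headings of Supplement Table 3 and on cow B5169 were chosen after the result was seen, and that on macrophage genes after CD68 was seen and before its other genes were.

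Other splits of the libraries were made by exchanging the time points within cows, and by assigning the cows with 1 of the samples anew. At PP1 against PreP 1 of 100 splits, the real one, gave 744 or more DEGs, and the highest other split gave 3. At PP2 against PreP it was 1 of 100, with 362 in the highest other split. For PP2 against PP1, which has 0 DEGs and 1037 genes at an unadjusted p under 0.05, 100 of 100 splits gave as many, so the count of splits carries no information. When all 3 time points were exchanged within cows, the highest other split gave 581 DEGs for PP1 and 847 for PP2, so that scheme reached higher counts than the exchange of a pair of time points. As many as 377 shared DEGs were found in 1 of 100 of these splits. Of the 99 other splits, 97 had 0 DEGs in at least 1 of the lists and could not share any, and the split with 581 and 847 DEGs shared 284, which is 48.9% of its PP1 list. The count of shared DEGs therefore carries no information on overlap beyond the presence of DEGs. A difference of 271 DEGs between PP2 and PP1 or larger, in either direction, was found in 85 of 100 splits. The other splits were not centred on 0 (median -410, PP2 minus PP1), which inflates this count. In the direction seen they reached 1623, so the time points were not shown to differ in their number of DEGs. The 1 gene set past FDR 0.05 at PP1 was matched in 60 of 100 splits and that at PP2 in 53 of 100, so 1 set past the threshold is no more than other splits gave. These counts take either of the 2 sets in either direction and do not test oxidative phosphorylation by itself, for which the permutation of its mean log2 CPM over libraries gave an adjusted exact p of 0.045 at PP1 and 0.034 at PP2.

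Library size does not account for the number of DEGs. Thinning every library to 15293154 counts left 714 DEGs at PP1 and 986 at PP2. A few genes taking most of the counts do not either, since without the 10 genes with the most reads, which held 10.6% of the counts, there were 724 and 1024.

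Without cow B5169 there were 414 more DEGs at PP1 than at PP2, where with all cows there were 271 fewer. The order was not specific to this cow. It also turned without cow B4987 (608 at PP1 and 604 at PP2) and, with all cows, under limma voom (1562 at PP1 and 1051 at PP2). It was not shown that the labels of cow B5169 are wrong.

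With all cows, ACAT2, CYP1A1, MAOB, PCK1, HSD17B12 and MME fell further at PP2 than at PP1 here, and for ACAT2 the paper gives the opposite order. The log2 fold change of LRRN1 was -2.34 at PP1 and -0.16 at PP2, where 1 library, that of cow B5090, had 19.7 CPM, and its median was 0.482 CPM at PP1 and 0.133 CPM at PP2. The order also turned for ACAT2 without cow B5169 (-1.55 at PP1 and -1.53 at PP2), for PCK1 with the block for cow (-3.43 and -3.16) and, with voom, for PCK1 (-3.50 and -2.64), MAOB (-2.20 and -2.15) and MME (-3.78 and -3.49). A candidate explanation is that the time points in the headings of the sheets were exchanged. Of 208 genes of the sheet headed PP1 that could be compared, 173 lay nearer to the log2 fold change at PP2 computed here, and of 242 genes of the sheet headed PP2, 186 lay nearer to that at PP1. Without cow B5169 these counts were 140 and 196. The sheet headed PP1 lists 1212 upregulated and 733 downregulated genes, and the paper's results give 1213 and 733 for PP2. The paper's abstract gives 1946 DEGs for PP1, which goes with the heading of this sheet of 1945 rows. The counts in the paper thus do not decide which time point the sheet belongs to. The sheet headed PP2 was read in a shortened form. An exchange remains as an explanation and was tested on values seen beforehand.

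CD68 was higher after calving, with a log2 fold change of 2.12 at PP1 (FDR 0.00314 from edgeR) and 1.48 at PP2 (FDR 0.0206). More macrophages in the tissue may raise it, and 6 other macrophage genes were tested together. Their mean rose by 0.952 at PP1 (exact permutation p = 0.00048, adjusted p = 0.0014, higher in 7 of 8 cows) and by 0.204 at PP2 (exact permutation p = 0.39, higher in 5 of 8 cows). At PP1 the 6 genes ran from 0.461 for CX3CR1 (FDR 0.447 from edgeR) to 1.90 for MSR1 (FDR 0.00249). The rise of the mean at PP1 is what the hypothesis calls for. RNA of whole tissue does not count cells, however, so the hypothesis remains open. For PP2 the other genes gave no difference.

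IL1B (ENSBTAG00000001321) had 4.89 ± 4.08 CPM (SD, n = 9) at PreP, 5.88 ± 4.79 CPM (SD, n = 10) at PP1 and 7.27 ± 8.53 CPM (SD, n = 9) at PP2. Its log2 fold change was 0.27 at PP1 (FDR 0.781 from edgeR, higher in 4 of 8 cows) and 0.56 at PP2 (FDR 0.601, higher in 5 of 8 cows). The paper names IL1 as a predicted upstream regulator, which is not a measure of this gene.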
